# GM-CSF production by immune cells in steady state and autoimmune neuroinflammation mapped using fate reporting mice

**DOI:** 10.3389/fimmu.2025.1617074

**Published:** 2025-08-19

**Authors:** Gholamreza Azizi, Javad Rasouli, Hamed Naziri, Michael V. Gonzalez, James Garifallou, Guang-Xian Zhang, Bogoljub Ciric, Abdolmohamad Rostami

**Keywords:** GM-CSF, CD4+ T cells, CXCR6, fate reporting, neuroinflammation, experimental autoimmune encephalomyelitis

## Abstract

**Introduction:**

GM-CSF is a pro-inflammatory cytokine that promotes an inflammatory phenotype in myeloid cells. The extent and pattern of GM-CSF expression in immune cells have not been fully elucidated. Our goal was to advance this topic using novel GM-CSF reporter/fate reporter transgenic mice.

**Methods:**

We tracked ongoing and past GM-CSF expression in various immune cells from multiple organs, in steady-state and autoimmune inflammation of the central nervous system (CNS).

**Results:**

The GM-CSF expression patterns varied by cell type and organ, with CD4^+^, CD8^+^, and CD11b^+^ cells being the main producers. GM-CSF expression was transient and seemingly permanently lost in most cells over time. In a mouse model of CNS autoimmunity, effector memory CD4^+^ T cells were the dominant GM-CSF source in the CNS. A large proportion of CD4^+^ T cells that expressed GM-CSF also expressed CXCR6, but this chemokine receptor did not play a main role in the CNS autoimmunity. Transcriptomic analysis showed notably distinct gene expression profiles between effector memory CD4^+^ T cells that did and did not express GM-CSF.

**Discussion:**

These findings identified distinct GM-CSF cellular sources across organs, highlighting the transient nature of GM-CSF expression and the correlation between its expression and the overall phenotype of effector memory CD4^+^ T cells.

## 1 Introduction

Granulocyte macrophage-colony stimulating factor (GM-CSF, also known as CSF2) is a hematopoietic growth factor and immune modulator that promotes the proliferation and differentiation of bone marrow (BM) progenitor cells into myeloid lineages (1, 2). GM-CSF heteromeric cell-surface receptor, comprising GM-CSFRα and GM-CSFRβc subunits, mediates its biological effects and is expressed on multiple cell types, including monocytes, macrophages, neutrophils, endothelial cells, and alveolar epithelial cells (3–5). While GM-CSF is typically expressed at low levels in healthy tissues (6) its production increases during inflammation and autoimmune diseases (5, 7–9).

GM-CSF is primarily produced by lymphoid and myeloid cells, particularly in response to inflammatory stimuli (8, 10). Among these cell types, T cells are recognized as likely the most relevant cellular source of GM-CSF in the pathogenesis of multiple sclerosis (MS) (11, 12). Although the contribution of GM-CSF to the encephalitogenicity of CD8^+^ T cells remains unknown (12, 13), CD4^+^ T cells are viewed as the predominant source of GM-CSF in neuroinflammation (8). Initially, Th1 and Th17 cells were thought to be the major producers of GM-CSF, playing a crucial role in the pathogenesis of experimental autoimmune encephalomyelitis (EAE) (11, 14, 15), an animal model of MS. However, recent studies identified a distinct GM-CSF-producing T helper (Th) subset, ThGM, that is probably involved in EAE development (8, 10, 16). MS patients exhibit an expansion of GM-CSF-secreting CD4^+^ T cells, indicating their pathogenic role in neuroinflammation (12, 17). Several non-T cell types also produce GM-CSF, contributing to inflammatory responses. These include B cells, innate lymphoid cells (ILCs), and resident tissue cells such as endothelial cells, fibroblasts, and epithelial cells (17–19). Collectively, these findings underscore the diverse cellular sources of GM-CSF in shaping inflammatory environments across different disease contexts.

GM-CSF expression *in vivo* has been explored only partially (10). To address this gap, we designed our study using a fate reporter system to answer the following key questions: 1. Which immune cells express GM-CSF, and how does its expression vary across tissues in steady state and inflammation? 2. Is the capacity for GM-CSF expression by CD4^+^ T cells a stable or transient feature? 3. Does a history of GM-CSF expression by CD4^+^ T cells correlate with their phenotype and/or transcriptional profile? 4. What surface markers or transcriptional signatures are associated with GM-CSF-producing T cells, and do these suggest tissue residency or functional specialization? 5. Which CD4^+^ T cell subsets produce GM-CSF during neuroinflammation, and how does this change over the disease course?

We characterized GM-CSF expression in both steady state and neuroinflammation, focusing on its production by CD4^+^ T cell subsets and other tissue-resident immune cells. Our findings highlight effector memory CD4^+^ T cells as the primary source of GM-CSF during neuroinflammation. Additionally, we observed that GM-CSF-expressing T cells co-express CXCR6, suggesting a potential link between GM-CSF production and tissue residency. Notably, there is a strong correlation between the history of GM-CSF expression by CD4^+^ T cells and their overall phenotype, as effector memory CD4^+^ T cells that have previously expressed GM-CSF and those that never did have vastly different transcriptomes. This indicates that factors driving/regulating GM-CSF expression by CD4^+^ T cells have additional widespread effects. Furthermore, our results show that GM-CSF expression in CD4^+^ T cells is transient and seemingly ceases permanently in most of the cells that express GM-CSF.

## 2 Materials and methods

### 2.1 Mice

The GM-CSF reporter (*Gr*) transgenic mouse line was generated in-house. *Gr* mice carry a transgenic GM-CSF (*Csf2*) allele that enables normal GM-CSF expression, along with iCre and blue fluorescent protein (BFP) expression (20). To create a GM-CSF reporter/fate reporter (*Gr/fr*) double transgenic line, we crossed *Gr* mice with Rosa26eYFP mice (The Jackson Laboratory). *Gr/fr* mice enable lineage tracing through iCre-induced continuous yellow fluorescent protein (YFP) expression (**Supplementary Figure S1**). Thus, cells with ongoing GM-CSF expression are BFP^+^ (reporting function), while cells that previously expressed GM-CSF are permanently YFP^+^ (fate reporting function) (8, 20). Since we stained for multiple cytokines in parallel, we opted to stain cells with anti-GM-CSF monoclonal antibody (mAb) instead of solely relying on BFP expression to identify GM-CSF-expressing cells. Nonetheless, in some experiments, we relied on BFP expressions to identify GM-CSF^+^ cells, and **Supplementary Figure S2A** demonstrates an excellent correlation between BFP and GM-CSF expression.

*Cxcr3* ^-^/^-^ and *Cxcr6* ^-^/^-^ mouse lines on the C57BL/6 background and wild-type (WT) C57BL/6 (B6) mice were purchased from the Jackson Laboratory.

### 2.2 Mononuclear cell isolation

Mice were anesthetized using a ketamine-xylazine cocktail consisting of ketamine (100 mg/kg) and xylazine (10 mg/kg) administered via intraperitoneal injection. After blood collection, mice were perfused through the left ventricle with cold PBS. Then, inguinal lymph nodes (LNs), spleen, BM, and thymus were collected and mechanically dissociated. The central nervous system (CNS), liver, small intestine (SI), and lung were collected and digested with DNase (50 µg/mL; Stem Cell) and Liberase (500 µg/mL for CNS; 200 µg/mL for liver, and SI; 100 µg/mL for lung; Sigma-Aldrich), in RPMI for 30 min at 37°C, followed by mechanical dissociation. The debris removal solution (Miltenyi Biotec) efficiently removed cell debris from the liver, and lungs. For the CNS, myelin was removed using a 40% Percoll (Cytiva) gradient at 2000 RPM for 30 min at 24°C. SI cells were suspended in a 40% Percoll (Cytiva) overlayed on a 70% Percoll and spun at 2000 RPM for 25 min at 24°C. Mononuclear cells (MNCs) were collected from the interface between Percoll layers. Peripheral blood mononuclear cells (PBMCs) were isolated from whole blood by Ficoll density gradient centrifugation.

### 2.3 Flow cytometry and intracellular staining

Cells were activated with PMA (50 ng/ml; Sigma-Aldrich), Ionomycin (500 ng/ml; Sigma-Aldrich), and GolgiPlug (1 µg/ml; BD Biosciences) at 37°C for 4–6 h. Cells were washed, and anti-CD16/32 Ab (eBioscience) was used to block the non-specific binding of Abs to Fc receptors on myeloid cells. The cells were then stained with Abs for surface markers (**Supplementary Table S1**). After fixation/permeabilization with Caltag Fix/Perm reagents (Invitrogen), cells were stained with Abs to detect intracellular markers (**Supplementary Table S1**). Data was acquired on FACSAria Fusion II (BD Biosciences) and analyzed by FlowJo software (TreeStar).

### 2.4 MHC tetramer staining

MNCs were isolated from the spleen, liver, and lung of myelin oligodendrocyte glycoprotein (MOG)_35-55_-immunized mice at 8 days post-immunization (d.p.i.), followed by CD4^+^ T cell enrichment using MACS. A total of 5 × 10^5^ cells were first stained with I-Ab MOG_35–55_ MHC tetramer-PE (MBL, Japan), CD3, CD4, and CD44 and then analyzed by flow cytometry.

### 2.5 EAE induction protocol

EAE was induced as previously described (21). Briefly, mice were immunized subcutaneously with 200 μg of MOG_35-55_ peptide (GenScript, CA, USA) emulsified in Complete Freund’s Adjuvant (Thermo Scientific). Pertussis toxin (200 ng; Sigma-Aldrich) was administered intraperitoneally on days 0 and 2 post-immunization. Clinical symptoms were monitored daily using the following scale: 0, no sign of clinical disease; 1, paralysis of the tail; 2, paralysis of one hindlimb; 3, paralysis of both hindlimbs; 4, paralysis of the abdomen; 5, death.

### 2.6 CD4^+^ T cells isolation, co-culture, and Th differentiation

Various subpopulations of CD4^+^ T cells from multiple organs of 2-3-month-old *Gr/fr* mice were sorted via fluorescence-activated cell sorting (FACS) using a FACSAria fusion II flow cytometer system (BD Biosciences). Flow cytometry analysis confirmed the purity of sorted cells. T cell-depleted splenocytes were prepared using anti-CD3 beads and magnetic-activated cell sorting (MACS). The sorted CD4^+^ T cells were co-cultured with the T cell-depleted splenocytes at a 1:4 ratio in the presence of soluble anti-CD3 and anti-CD28 mAbs (3 µg/mL) for 3 days. After co-culture, supernatants were collected for cytokine measurement using enzyme-linked immunosorbent assay (ELISA), while cells were stimulated with PMA, Ionomycin, and GolgiPlug for 5 h and analyzed by flow cytometry.

For Th differentiation, naïve (CD62L^+^CD44^−^) YFP^-^ CD25^−^CD4^+^ T cells from the spleens of *Gr/fr* mice were FACS sorted and differentiated into ThGM and Th1 cells, as previously described (8). Briefly, naïve T cells were cultured at a ratio of 1:4 with T cell-depleted splenocytes at a density of 1x10^6^ cells/ml. Naïve T cells were activated with soluble anti-CD3 and anti-CD28 mAbs (3 µg/mL) for 3 days in different Th differentiation conditions: ThGM: anti-IFN-γ (10 μg/ml), anti-IL-12 (10 μg/ml), anti-IL-4 (5 μg/ml) Abs, and Th1: IL-12 (20 ng/ml).

### 2.7 Bulk mRNA sequencing

YFP^+^, YFP^−^ naïve (CD62L^+^CD44^−^), and T_EM_ (CD62L^−^CD44^hi^) CD4^+^ T cells from the spleens of *Gr/fr* mice (n = 3) were FACS sorted. Then, RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. Libraries were prepared using 200 ng of total RNA and the Illumina TruSeq Stranded Total RNA library preparation kit. Libraries’ qualities were evaluated using the PerkinElmer Labchip GX and qPCR using the Kapa Library Quantification Kit and the Life Technologies Viia7 Real-time PCR instrument. Libraries at a concentration of 2nM were sequenced on the Illumina HiSeq2500 using the High Output v4 chemistry. Raw FASTQ sequencing reads were mapped against the mm10 reference genome using the DRAGEN genome pipeline. BAM files were used to generate a feature/gene counts matrix using the R/Bioconductor package Rsubread. Differential expression contrasts were performed using the DESeq2 package in R/Bioconductor. Differentially expressed genes (DEGs) were identified as those with Benjamini-Hochberg adjusted p ≤ 0.05 and absolute log2 fold change ≥ 2. All plots were generated using R/Bioconductor.

### 2.8 Statistical analysis

Statistical analysis was conducted using GraphPad Prism 8 software. Data was analyzed using an unpaired, two-tailed Student’s t-test between two groups and a one-way ANOVA between three or more groups. P ≤ 0.05 was considered significant.

## 3 Results

### 3.1 Varying levels of past and current GM-CSF expression in immune cells across different organs

The numbers and phenotypic properties of GM-CSF-producing immune cells in various tissues and their fates in steady state and inflammation remain incompletely understood. To address this knowledge gap, we used our *Gr/fr* mice to investigate GM-CSF expression across different immune cell populations. Multiple immune cell types produced GM-CSF, including CD4^+^, CD8^+^, γδ T, NK, B, and CD11b^+^ cells (**Figure 1A**; general gating strategy is shown in **Supplementary Figure S2B**). Notably, there were substantial differences in past and current GM-CSF expression among immune cell types within the same anatomical location, as well as between the same cell types across different organs. For instance, while only a small portion of B cells expressed GM-CSF, up to 80% of γδ T cells expressed it. Similarly, past GM-CSF production by CD8^+^ T cells ranged from a small percentage in the LNs to 70% in the SI (**Figure 1B**).

**Figure 1:**
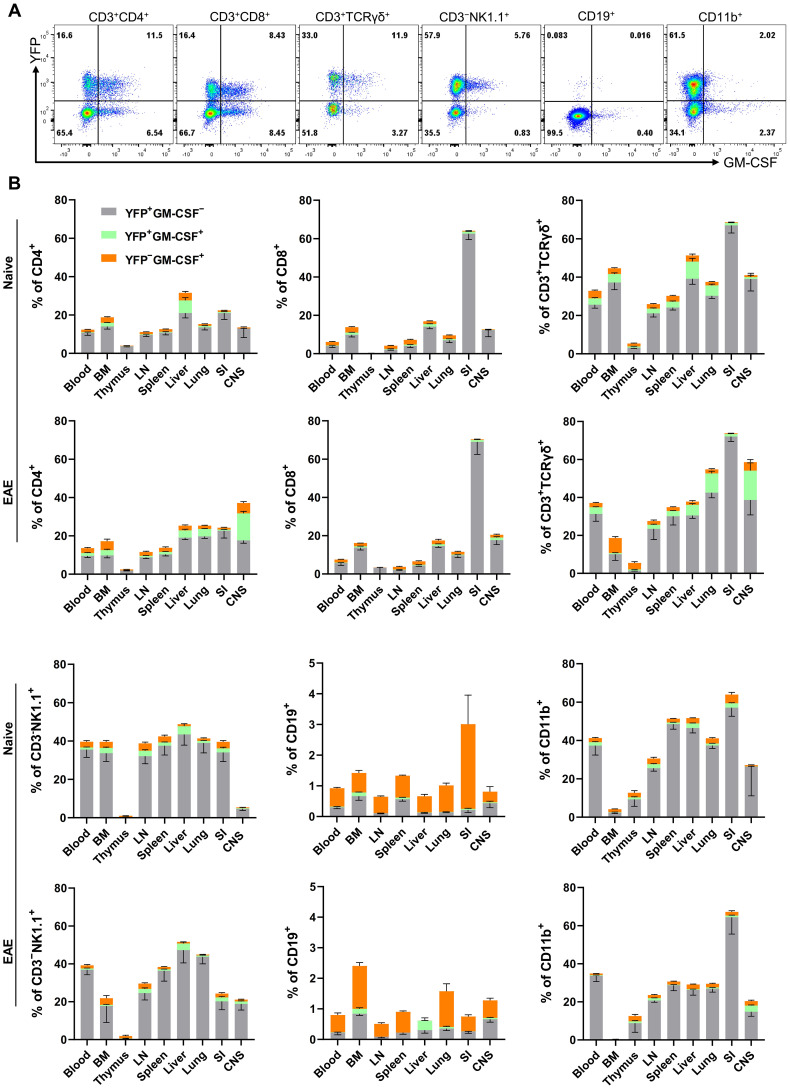
GM-CSF and YFP expression by immune cells from mouse organs. Mononuclear cells were isolated from the blood, BM, thymus, LNs, spleen, liver, lung, SI, and CNS of both naïve mice and mice with EAE at the peak of clinical disease. All samples were obtained from 2–3-month-old male and female Gr/fr mice. Cells were stimulated with PMA, Ionomycin, and GolgiPlug, and stained for CD45, lineage-specific surface markers, and GM-CSF. Cells were then analyzed by flow cytometry. YFP and GM-CSF expression were assessed within gated live CD45^hi^ populations. **(A)** Flow cytometry plots show YFP and GM-CSF expression in liver immune cells of naïve mice; a similar gating strategy was used for immune cells from other organs. **(B)** The stacked bar charts show the frequencies of YFP^+^ and GM-CSF^+^ cells among major immune cell types of naïve mice and mice with EAE at the peak of clinical disease severity. Data represent three independent experiments in naïve mice (total n = 13) and two independent experiments in mice with EAE (total n = 8). Error bars indicate the mean ± SEM. LN, lymph nodes; BM, bone marrow; SI, small intestine; CNS, central nervous system.

In naïve mice, CD4^+^ T cells and NK cells in the liver exhibited higher proportions of ongoing and past GM-CSF expression than in other organs, while CD8^+^ and γδ T cells in the SI displayed elevated past GM-CSF expression. Additionally, greater proportions of CD11b^+^ cells in the SI, spleen, and liver showed GM-CSF expression than in other organs (**Figure 1B**). Notably, less than 1% of microglia expressed GM-CSF, either currently or in the past (**Supplementary Figure S2C**). In the CNS of mice with EAE at the peak of clinical disease severity, approximately 40% of CD4^+^ T cells and 60% of γδ T cells expressed GM-CSF, with ongoing expression being notably higher compared to other organs (**Figure 1B**).

The primary populations with high proportions of YFP^+^ cells, indicative of prior GM-CSF production, include CD4^+^, CD8^+^, γδ T cells, and CD11b^+^ cells. Among CD45^hi^YFP^+^ cells, the dominant populations varied by organ (**Supplementary Table S2**). In the blood, spleen, and lungs of naïve mice, CD11b^+^ cells constituted the main YFP^+^ population, followed by CD4^+^ T cells. In the LNs and thymus, CD4^+^ T cells predominated (**Figure 2A**). In the liver, both CD11b^+^ and CD4^+^ T cells were the largest YFP^+^ populations, while in the SI, γδ T cells and CD8^+^ T cells were the primary YFP^+^ populations. Within the CD45^hi^YFP^+^ population, NKT and B cells represented rare subsets, while NK cells accounted for 1–17% across various organs. Additionally, a subset of YFP^+^ CD3^+^γδ^−^CD4^-^CD8^-^ cells (double negative T cells) was present in multiple organs, mostly in the BM, liver, and lung (**Figure 2**).

**Figure 2:**
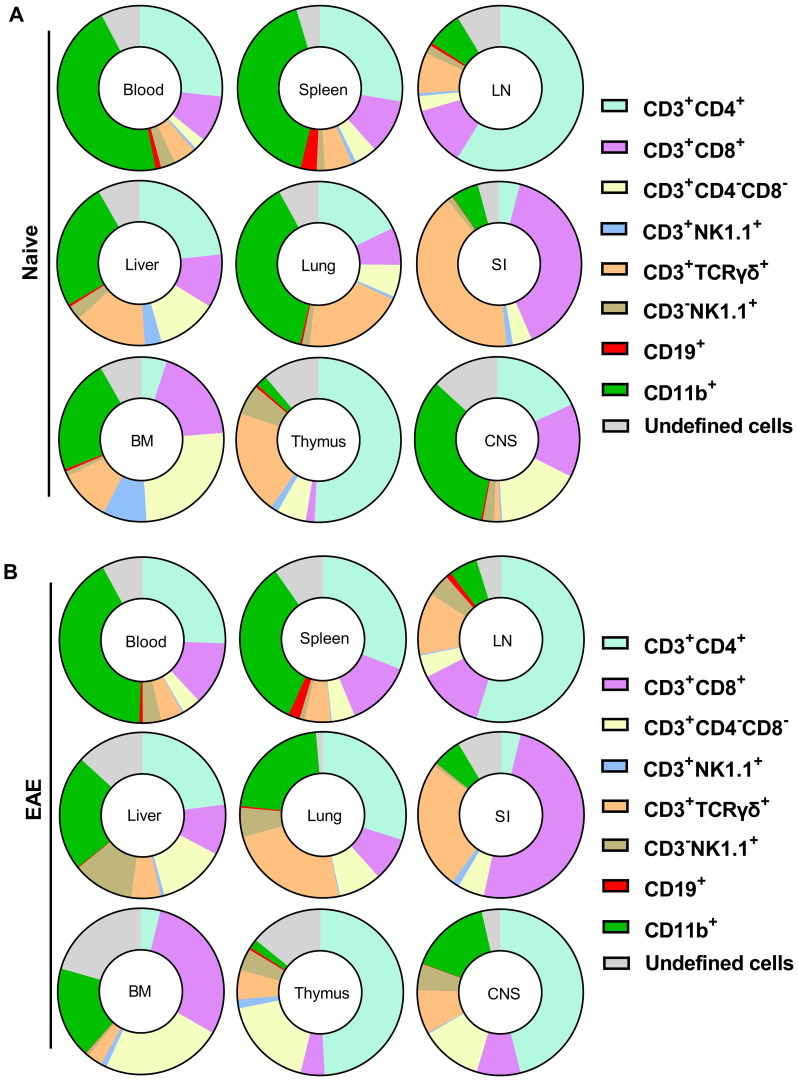
Proportions of cell types among CD45^hi^YFP^+^ immune cells of naïve **(A)** and **(B)** Gr/fr mice with EAE at the peak of clinical disease severity. Mononuclear cells were isolated from the blood, BM, thymus, LN, spleen, liver, lung, SI, and CNS of both naïve mice and mice with EAE at the peak of clinical disease. All samples were obtained from 2–3-month-old male and female Gr/fr mice. Cells were stained for CD45, lineage-specific surface markers, and analyzed by flow cytometry. Proportions of YFP^+^ cells were determined within gated live CD45^hi^ populations. The pie charts show the frequencies of major cell types among the CD45^hi^YFP^+^ immune cells. For details, see **Supplementary Table S2**. Data is presented as the mean percentage from three independent experiments in naïve (total n = 13) and two independent experiments in EAE mice (total n = 8). The “undefined” cells include rare populations such as CD3^+^CD19^+^, CD3^-^CD19^low^, CD3^+^CD8^low^, CD3^+^CD4^low^, and CD3^+^CD4^+^CD8^+^ cells. LN, lymph nodes; BM, bone marrow; SI, small intestine; CNS, central nervous system.

In EAE mice at the peak of clinical disease severity, the overall pattern of YFP expression remained similar to that of naïve mice, except in the lungs, where an increase in CD4^+^YFP^+^ cells rendered them the predominant population among YFP^+^ cells. In the CNS at the peak of EAE, CD4^+^ T cells were the most abundant YFP^+^ population (**Figure 2B**).

Among CD11b^+^ cells, most YFP^+^ cells were macrophages (CD11b^+^CD11c^+^Ly6G^−^Ly6C^−^MHC-II^−^; **Supplementary Figure S3A**) in all organs of both naïve and EAE mice. Monocytes (CD11b^+^CD11c^−^Ly6C^hi^Ly6G^−^MHC-II^−^) and cDCs (CD11b^+^CD11c^+^Ly6G^−^Ly6C^−^MHC-II^+^) constituted minor CD11b^+^YFP^+^ populations. Notably, active GM-CSF expression was restricted to cDC (**Supplementary Figure S3B**). In both naïve and mice at the peak of EAE, CD45^−^ cells did not express YFP, except for rare populations (<1%) in the lung and SI (**Supplementary Figure S3C**). In conclusion, diverse immune cells produce GM-CSF, with the primary sources being lymphoid cells, particularly CD4^+^ T cells, and macrophages among myeloid cells.

A particularly striking observation was that the vast majority of YFP^+^ cells of all types failed to re-express GM-CSF upon stimulation with PMA and Ionomycin, suggesting that GM-CSF expression is transient and possibly ceased irreversibly. Consequently, only a small subset of any immune cell type could express GM-CSF at any given time.

### 3.2 Effector memory CD4^+^ T cells are the main GM-CSF source in the lung and CNS during neuroinflammation

Given that T cells, especially CD4^+^ T cells, were the major producers of GM-CSF, we focused our studies on these cells. In the organs of both naïve and mice with EAE at the peak of clinical disease, the frequencies of CD4^+^ T cells were higher than those of CD8^+^ T cells, except in the SI, where CD8^+^ T cells predominated (**Supplementary Figures S4A, B**). In lymphoid organs, blood, and lungs of naïve mice, conventional (Foxp3^−^) CD4^+^ and CD8^+^ T cell subsets were predominantly CD62L^+^CD44^−^, indicative of a naïve phenotype. In contrast, in the SI, the frequency of naïve cells was less than 5%. The proportion of CD62L^−^CD44^+^ cells, indicative of effector memory T cells, was higher in the liver, SI, and CNS. However, in the blood and lymphoid organs, only a small percentage (approximately 1-10%) of conventional CD4^+^ or CD8^+^ T cells were CD62L^−^CD44^+^. A shift toward CD62L^−^CD44^+^ cells was observed in all organs of EAE mice at the peak of clinical disease severity, most notably in the case of CD4^+^ cells in the CNS and lung (**Supplementary Figures S4C, D**), along with an increased frequency of MOG_35-55_-specific CD4^+^CD44^+^ T cells in the lung at 8 d.p.i. (**Supplementary Figures S4E, F**). This finding aligns with other reports indicating that the lung plays a crucial role in EAE pathogenesis by serving as a priming site where effector CD4^+^ T cells, particularly Th17 cells, undergo reprogramming. This reprogramming enhances the expression of genes encoding chemokine receptors and integrins, facilitating their migration to the CNS (22, 23).

Using *Gr/fr* mice, we next investigated GM-CSF expression in subpopulations of conventional CD4^+^ and CD8^+^ T cells (**Figure 3A**) across various organs of both naïve and EAE-affected mice. The highest frequencies of YFP^+^CD4^+^ T cells were observed in the liver and CNS of naïve mice, with a noted increase in the lung and CNS of mice at disease peak (**Figure 3B**). The frequency of YFP^+^ cells among CD4^+^FoxP3^-^ cells in the CNS progressively increases from 8 to 27 d.p.i., suggesting a dynamic accumulation of GM-CSF-expressing T cells during disease progression, whereas only a modest increase was observed in the spleen (**Supplementary Figure S4G**). For YFP^+^CD8^+^ T cells, the highest frequency was found in the SI, with no significant changes post-immunization. Within conventional CD4^+^ and CD8^+^ T cell subsets, YFP^+^ cells were most prevalent in the effector memory (CD62L^−^CD44^+^) subsets of both naïve (**Figure 3C**) and EAE-affected mice (**Figure 3D**), with higher frequencies in the lung and CNS of mice with EAE. There was little difference in the proportions of YFP^+^CD8^+^ T cells between naïve and EAE-affected mice. In conclusion, GM-CSF-expressing effector memory CD4^+^ T cells were notably enriched in the lung and CNS of mice with EAE compared to naïve mice.

**Figure 3:**
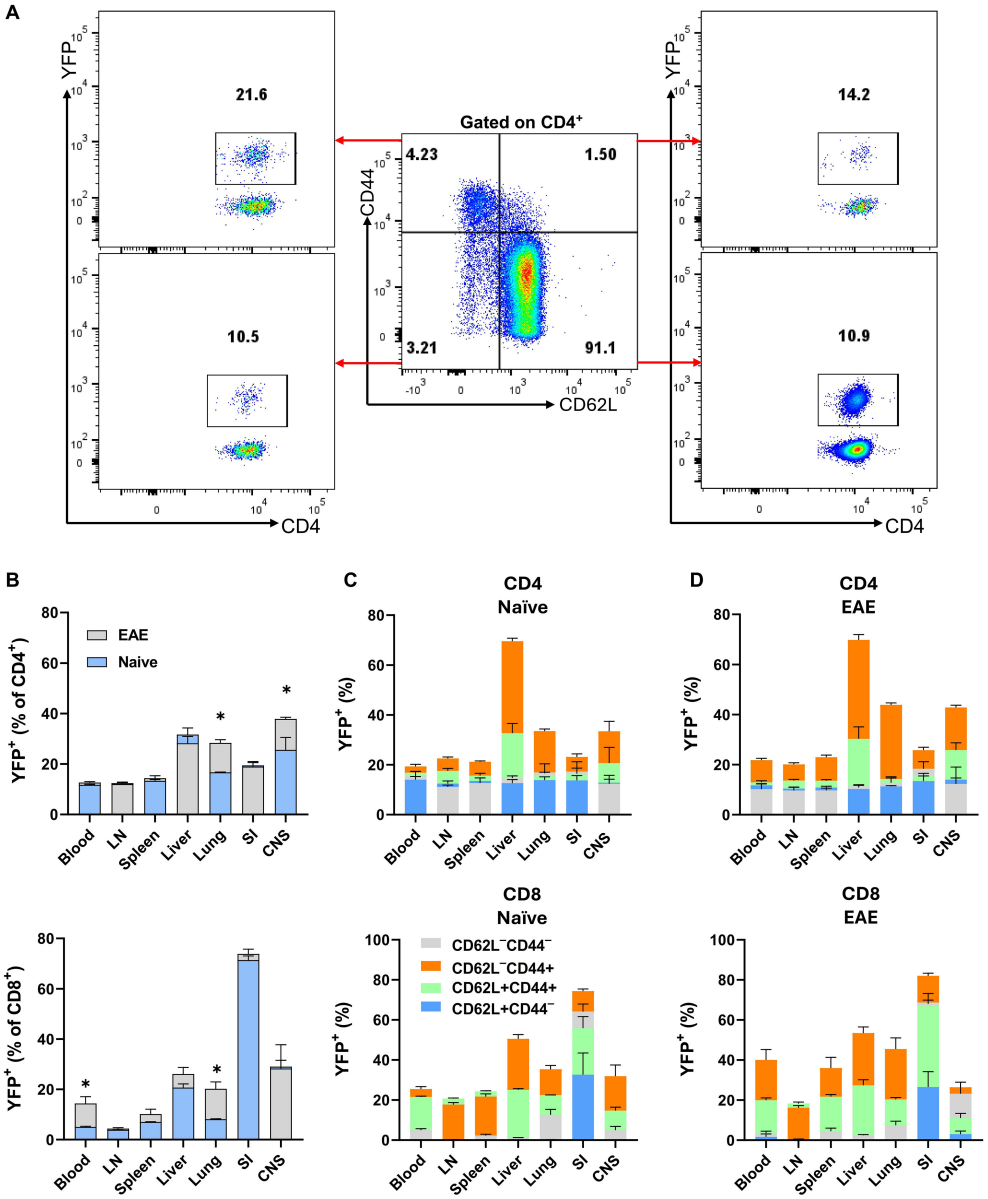
YFP expression by CD4^+^ and CD8^+^ T cells from various mouse organs. Gr/fr naïve and mice with EAE at the peak of clinical disease severity (both male and female, aged 2–3 months) were sacrificed. Cells isolated from the blood, LN, spleen, liver, lung, SI, and CNS were stained and analyzed by flow cytometry for CD45, CD4, CD8, CD62L, CD44, and YFP expression. **(A)** The gating strategy for YFP expression analysis among CD62L^−^CD44^−^, CD62L^+^CD44^−^, CD62L^−^CD44^+^, and CD62L^+^CD44^+^ subsets within conventional (Foxp3^−^) CD4^+^ T cells from the LNs of naïve mice. **(B)** Superimposed bar charts illustrate the frequencies of YFP^+^ cells in total conventional CD4^+^ and CD8^+^ T cells of naïve mice and mice with EAE. The superimposed bar charts illustrate frequencies of YFP^+^ cells in CD62L^−^CD44^−^, CD62L^+^CD44^−^, CD62L^−^CD44^+^, and CD62L^+^CD44^+^ subsets of conventional CD4^+^ (upper) and CD8^+^ (lower) T cells from **(C)** naïve mice and **(D)** mice with EAE. Data represent two independent experiments with naïve (total n = 7) and mice with EAE (total n = 8). Error bars indicate the mean ± SEM. Statistical analysis was conducted using the Student’s t-test; *P<0.05.

An unexpected finding was that 10-20% of naïve CD4^+^ cells (CD62L^+^CD44^-^) were YFP^+^, indicating that these cells expressed GM-CSF. This was surprising given that naïve T cells do not express cytokines, including GM-CSF. We hypothesized that these YFP^+^ naïve CD4^+^ T cells could be stem cell memory T cells (TSCM), so we stained splenocytes of naïve mice for TSCM markers, including Sca-1, and CD122, as well as other T cell subset markers such as CD95, CD27, and CD127. However, we did not find differences between YFP^+^ and YFP^-^ naïve CD4^+^ T cell populations (**Supplementary Figures S5A, B**). Additionally, no significant differences were found in current GM-CSF, IFN-γ, IL-17, or IL-2 expression between these populations following stimulation with PMA and Ionomycin (**Supplementary Figure S5C**), suggesting that YFP^+^ CD4^+^CD62^+^CD44^−^ T cells are genuinely naïve. It is unclear what led these cells to express GM-CSF, and if some naïve T cells also express other cytokines.

### 3.3 T cells simultaneously express both GM-CSF and CXCR6

CXCR6 plays a critical role in T cell trafficking and retention within tissues, particularly in the lungs, liver (24, 25), and CNS of mice with EAE (26). Recent studies have suggested a link between CXCR6 expression and GM-CSF production in T cells, especially CD4^+^ T cells, under specific inflammatory conditions or within certain tissue microenvironments (10). To investigate the correlation between GM-CSF and CXCR6 expression, we analyzed YFP and CXCR6 expression across various T cell subsets in steady-state and CNS inflammation. Conventional (Foxp3^−^) CD4^+^YFP^+^CXCR6^+^ T cell frequencies were higher in the liver compared to other organs of naïve mice, with no significant changes observed in mice with EAE at the peak of clinical disease severity. However, this population increased in the spleen, lung, and CNS of mice with EAE. CD8^+^YFP^+^CXCR6^+^ cells had the highest frequency in the SI, followed by the CNS and liver, with an increase in the lungs of mice with EAE (**Figures 4A, B**). The frequencies of CXCR6^+^ cells among YFP^+^CD4^+^ and YFP^+^CD8^+^ cells were several times higher than among their YFP^−^ counterparts, except in the case of CD8^+^ T cells from the SI. Approximately 20% of YFP^+^CD8^+^and YFP^−^CD8^+^ cells expressed CXCR6, regardless of immunization status (**Figures 4C, D**). Notably, CD4^+^ and CD8^+^ T cells from the liver and CNS exhibited the highest proportion of CXCR6 expression among YFP^+^ cells (**Figures 4B-D**).

**Figure 4:**
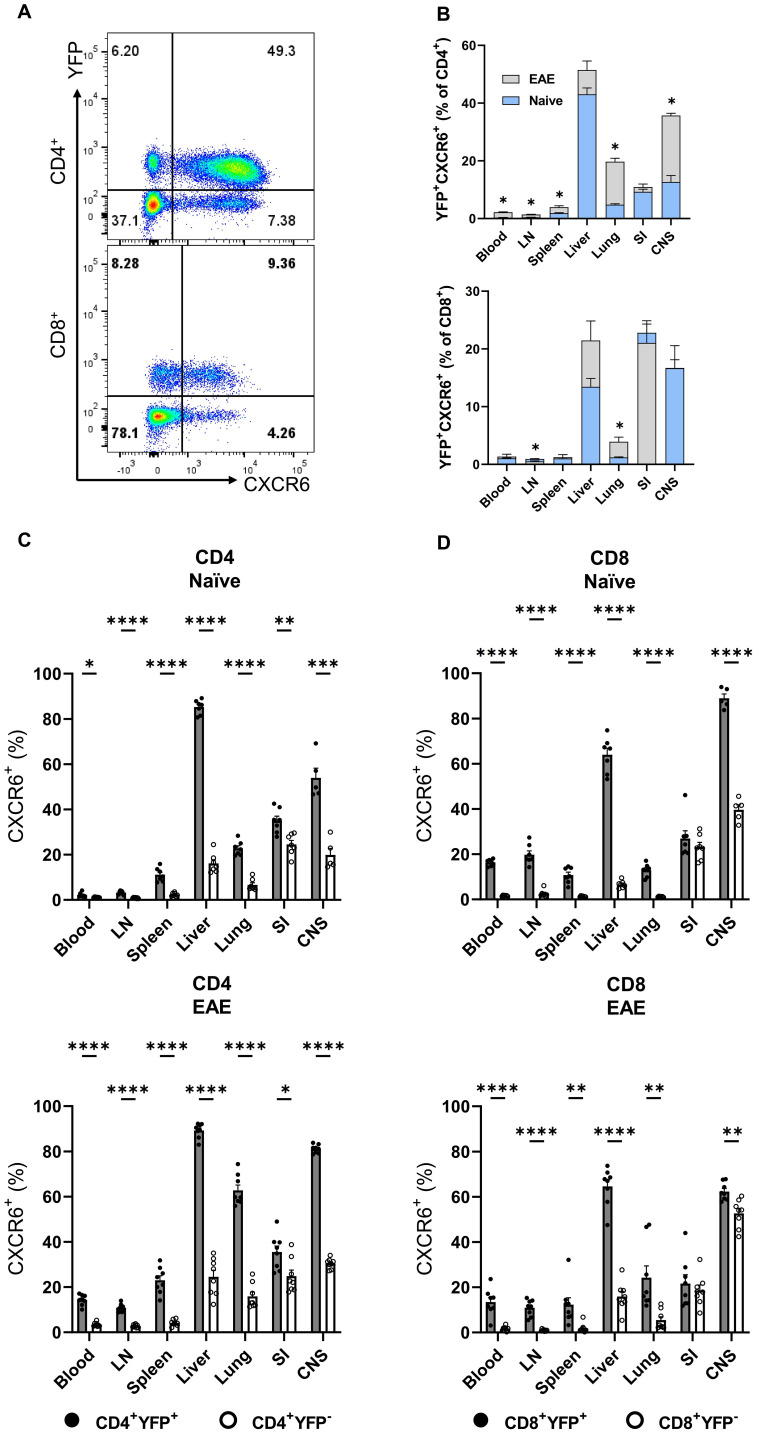
YFP and CXCR6 expression by CD4^+^ and CD8^+^ T cells. Mononuclear cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS of 2-3-month-old male and female Gr/fr mice. The cells were stained for CD45, CD4, CD8, CD62L, CD44, and CXCR6, and evaluated for YFP expression within different subsets. **(A)**, Representative flow cytometry dot plots show YFP and CXCR6 expression by gated conventional (FoxP3^−^) CD4^+^ (upper panel) and CD8^+^ (lower panel) T cells from the liver of naïve mice. **(B)**, Superimposed bar charts for YFP^+^CXCR6^+^ cells of gated CD4^+^ (upper panel) and CD8^+^ (lower panel) T cells of naïve and mice with EAE at the peak of clinical disease severity. **(C)**, Percentages of YFP^+^CXCR6^+^ and **(D)**, YFP^−^CXCR6^−^ CD4^+^, and CD8^+^ T cells from naïve (upper panels) and mice with EAE (lower panels). Data represent two independent experiments with naïve (total n = 7) and mice with EAE (total n = 8). Error bars indicate the mean ± SEM. Statistical analysis was conducted using the Student’s t-test; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001. LN, lymph nodes; SI, small intestine; CNS, central nervous system.

While 10-20% of naïve (CD62L^+^CD44^−^) CD4^+^ T cells expressed YFP, this subset was vastly CXCR6^−^. In contrast, CD4^+^CD62L^+^CD44^+^YFP^+^ and CD4^+^CD62L^−^CD44^+^YFP^+^ subsets had the highest proportions of CXCR6^+^ cells across all organs in both naïve mice (**Supplementary Figure S6A**) and those with EAE at the peak of clinical disease severity (**Supplementary Figure S6B**). Our findings highlight a significant association between CXCR6 and YFP expression in T cells, except for naïve T cells. At the peak of EAE, there was almost 90% overlap between YFP and CXCR6 expression in some organs, such as the liver and CNS. We also observed similarly pronounced co-expression of YFP, CXCR3, and CXCR6 (**Supplementary Figures S6C, D**). Contradictory reports in the literature suggest that CXCR6 and CXCR3 either contribute to EAE development or have no impact (26, 27). In our study, neither CXCR3 nor CXCR6 played an important role in EAE (**Supplementary Figure S6E**).

### 3.4 A significant correlation exists between current cytokine production and the history of GM-CSF expression in T cells

Across various organs (blood, LN, spleen, liver, lung, SI, and CNS) of both naïve and EAE mice at the peak of clinical disease severity, 10-30% of conventional CD4^+^ T cells and 10-70% of CD8^+^ T cells were YFP^+^. To assess cytokine production by YFP^+^ cells, we stimulated MNCs with PMA/Ionomycin and analyzed the expression of several cytokines by flow cytometry. Overall, except for TNF, the expressions of GM-CSF, IFN-γ, IL-17, IL-4, and IL-10 were higher in non-lymphoid organs (liver, lung, and SI) and the CNS compared to blood and lymphoid organs of both naïve and EAE mice at the peak of clinical disease severity. In general, a greater proportion of CD4^+^ T cells from mice with EAE-expressed cytokines. Following EAE induction, CD8^+^ T cells showed an upregulation in IL-17, IL-4, and IL-10 expression (**Supplementary Figure S6**). Comparison of cytokine expression between CD4^+^ YFP^+^ and YFP^−^ cells revealed a marked tendency of YFP^+^ cells from naïve and EAE mice to produce cytokines, particularly GM-CSF, IL-17, and IFN-γ (**Supplementary Figure S8**). This was not surprising, as the frequency of cells with an effector memory phenotype (CD44^+^) was higher among YFP^+^ cells (~27% in the spleen of naïve mice) compared to YFP^-^ cells (~17% in the spleen of naïve mice), with the difference being approximately two-fold higher in non-lymphoid organs. In the CD8^+^ cells of both naïve and EAE mice at the peak of clinical disease severity, a markedly bigger proportion of YFP^+^ cells produced GM-CSF and IFN-γ compared to YFP^−^ cells (**Supplementary Figure S9**). We found a significant association between YFP expression and the production of GM-CSF, IFN-γ, and IL-17 by CD4^+^ T cells from the liver, lung, and CNS of naïve mice, with a notable increase in their frequency in EAE mice (**Figures 5A, B**). Overall, CD4^+^YFP^+^ T cells constitute a multi-cytokine-producing subset primarily enriched for the expression of GM-CSF, IFN-γ, TNF, and IL-17, with minimal expression of IL-4 and IL-10. A similar increase in IL-17 expression by CD8^+^YFP^+^ cells was noted after immunization for EAE induction (**Figure 5C**).

**Figure 5:**
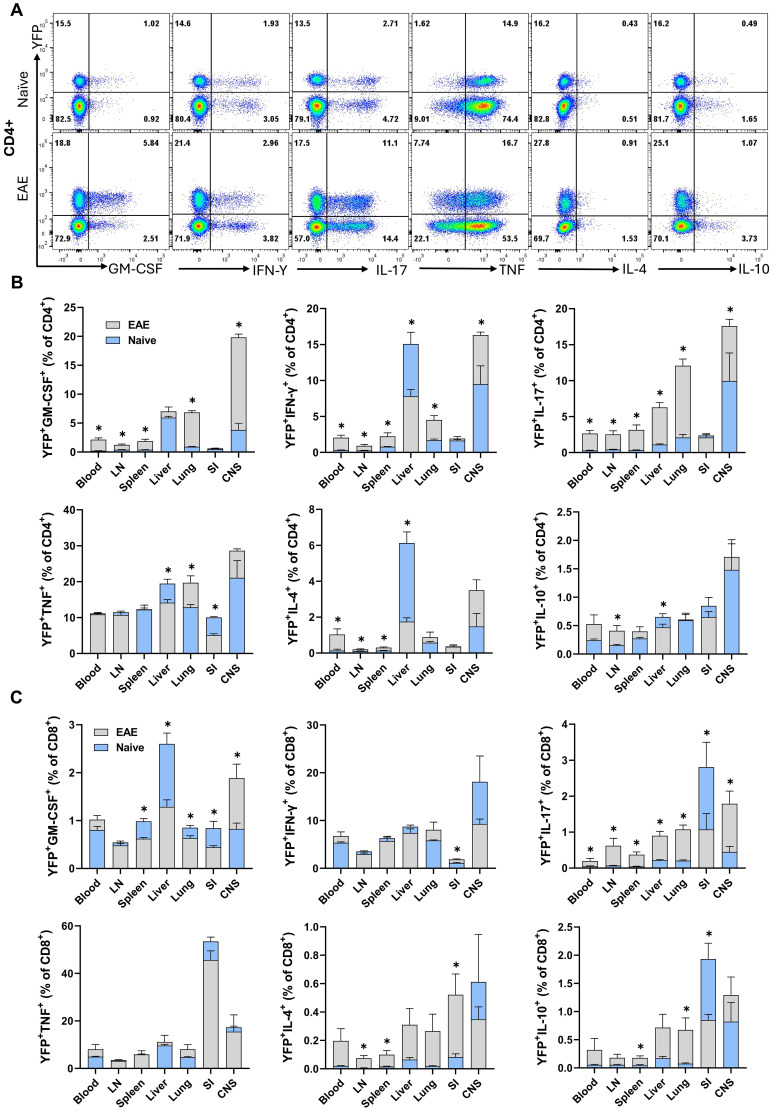
YFP and cytokine expression by CD4^+^ and CD8^+^ T cells. Mononuclear cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS of 2–3-month-old male and female naïve and EAE Gr/fr mice. Cells were stimulated with PMA, Ionomycin, and GolgiPlug and stained for surface and intracellular antigens. **(A)**, Flow cytometry plots illustrate gating for YFP and GM-CSF, IFN-γ, IL-17, TNF, IL-4, and IL-10 in gated lung CD4^+^ T cells of naïve and mice with EAE at the peak of clinical disease severity. Superimposed bar charts illustrate YFP and cytokines GM-CSF, IFN-γ, IL-17, TNF, IL-4, and IL-10 expression by gated CD4^+^ **(B)** or CD8^+^ **(C)** T cells. Results are expressed as the mean ± SEM; naïve (total n = 7) and mice with EAE (total n = 8) from 2 independent experiments. Statistical analysis was performed using Student’s t-test; *P<0.05. LN, lymph nodes; SI, small intestine; CNS, central nervous system.

### 3.5 GM-CSF expression is a transient characteristic of CD4^+^ T cells under steady-state conditions

Only a portion (2-18%) of CD4^+^YFP^+^ T cells from the organs of naïve mice produced GM-CSF upon ex vivo stimulation with PMA and Ionomycin, while even less YFP^-^ cells expressed GM-CSF (1-5%) (**Supplementary Figure S8A**). This indicates that GM-CSF expression is transient and possibly ceases in almost all the cells that express it. Furthermore, ThGM and Th1 cells that developed *in vitro* started to lose capacity for GM-CSF production after 72 h (**Supplementary Figure S10**). However, we hypothesized that short-term ex vivo stimulation with PMA and Ionomycin may not reflect the behavior of cells upon activation through their T cell receptor (TCR) over several days. To investigate this *in vivo* within the context of EAE, we analyzed GM-CSF and YFP expressions in the CNS at disease onset (15 d.p.i.), peak (20 d.p.i.), and beginning of chronic phase (27 d.p.i.). The frequency of GM-CSF^+^CD4^+^ T cells decreased from 32% at the onset to 18% at the chronic phase. Conversely, YFP^+^GM-CSF^−^ cells increased from 21% at the onset to 28% during the chronic phase (**Figure 6**).

**Figure 6:**
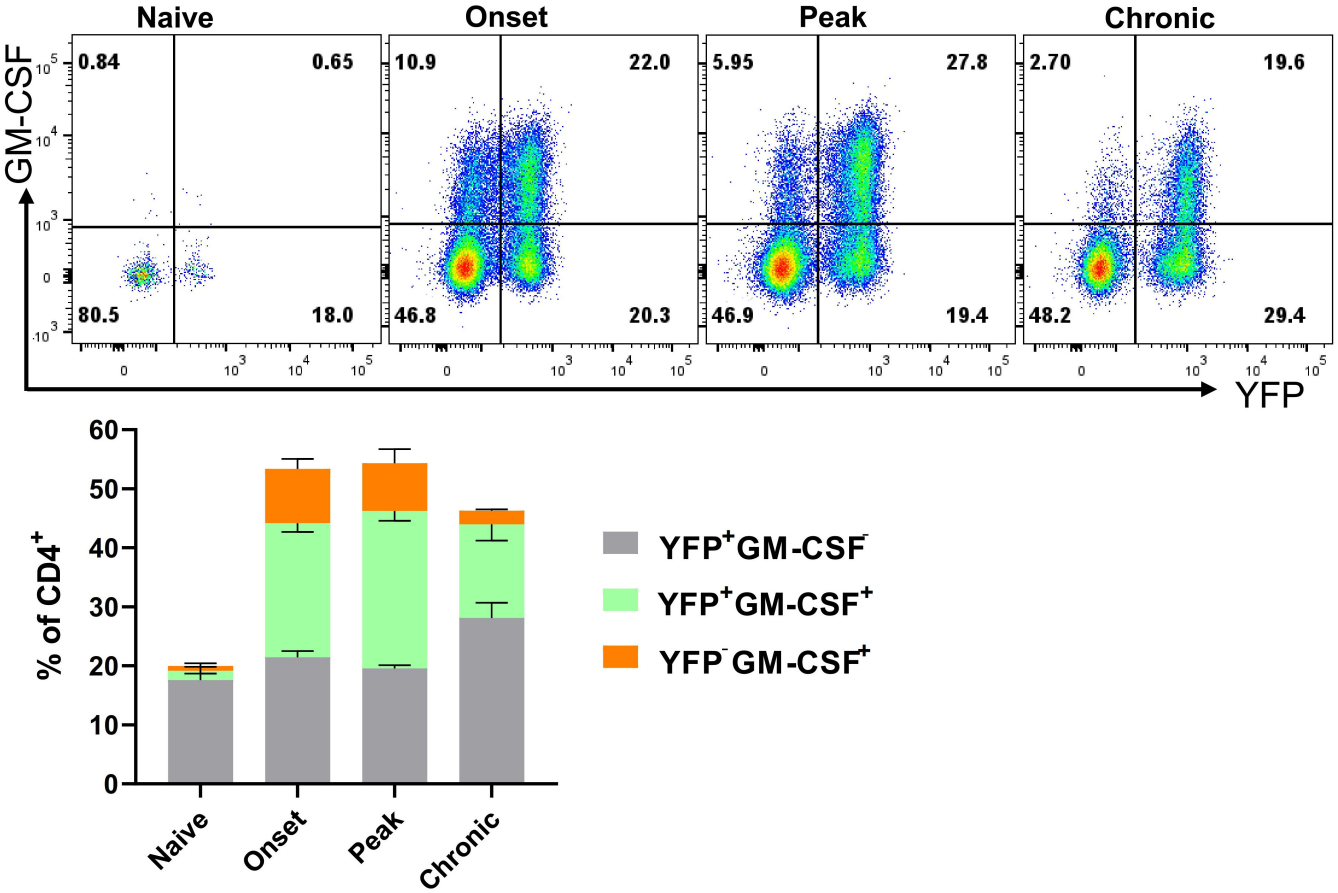
YFP and GM-CSF expression in CD4^+^ T cells from the CNS of EAE mice. Mononuclear cells were isolated from the CNSs of 2–3-month-old male and female naïve mice and mice during the onset (15 d.p.i.), peak (20 d.p.i.), and chronic (27 d.p.i.) phases of EAE. Cells were stimulated with PMA, Ionomycin, and GolgiPlug for 6 h, followed by staining for surface and intracellular antigens. Flow cytometry plots illustrate the gated YFP and GM-CSF expression within gated CD4^+^ T cells among live CD45^hi^ cells. Results for the YFP^−^GM-CSF^+^, YFP^+^GM-CSF^+^, and YFP^+^GM-CSF^−^ populations are presented as mean ± SEM by the stacked bar chart. Data represent naïve and mice with EAE (n = 4 per group) from one experiment.

To test if YFP^+^CD4^+^T cells restart their GM-CSF expression upon activation through their TCR, we sorted YFP^+^ and YFP^−^ naïve and effector/memory CD4^+^ T cells from the spleen of naïve mice. Following 3 days activation with anti-CD3/28 mAbs, flow cytometry analysis revealed both YFP^+^ and YFP^−^ naïve CD4^+^ T cells similarly expressed GM-CSF (25-30%), whereas both YFP^+^ and YFP^−^ effector memory CD4^+^ T cells barely expressed GM-CSF (2-5%) (**Figures 7A, B**). GM-CSF concentrations in culture supernatants agreed with flow cytometry data (**Figure 7C**). The percentages of IFN-γ^+^ and IL-17^+^ cells were similar among all four tested populations. Interestingly, both YFP^+^ and YFP^−^ subsets of effector memory CD4^+^ T cells secreted notable amounts of IL-17 in culture supernatants, while naïve cells secreted almost none (**Figure 7C**). In addition, the rate of naïve CD4^+^YFP^−^ T cells converting to YFP^+^ was greater than that of effector memory YFP^−^CD4^+^ T cells (**Figure 7D**). It is surprising that effector memory cells, even those that previously expressed GM-CSF, did not re-express it upon activation. However, we noticed that effector memory cells in our cultures rapidly declined after activation and that only a fraction survived for three days. Hence, it is possible that effector memory cells that produced GM-CSF had already died by the time of analysis and are therefore not represented in our data. However, when splenocytes of naïve mice are directly ex vivo stimulated with PMA and Ionomycin, there are almost no GM-CSF^+^ cells among YFP^+^CD4 T cells (**Figure 5B**), suggesting that effector memory YFP^+^CD4^+^ T cells indeed do not express GM-CSF. While GM-CSF expression appears transient and is not readily re-inducible ex vivo under conditions we had tested, this does not exclude the possibility of re-induction *in vivo* or under different conditions.

**Figure 7:**
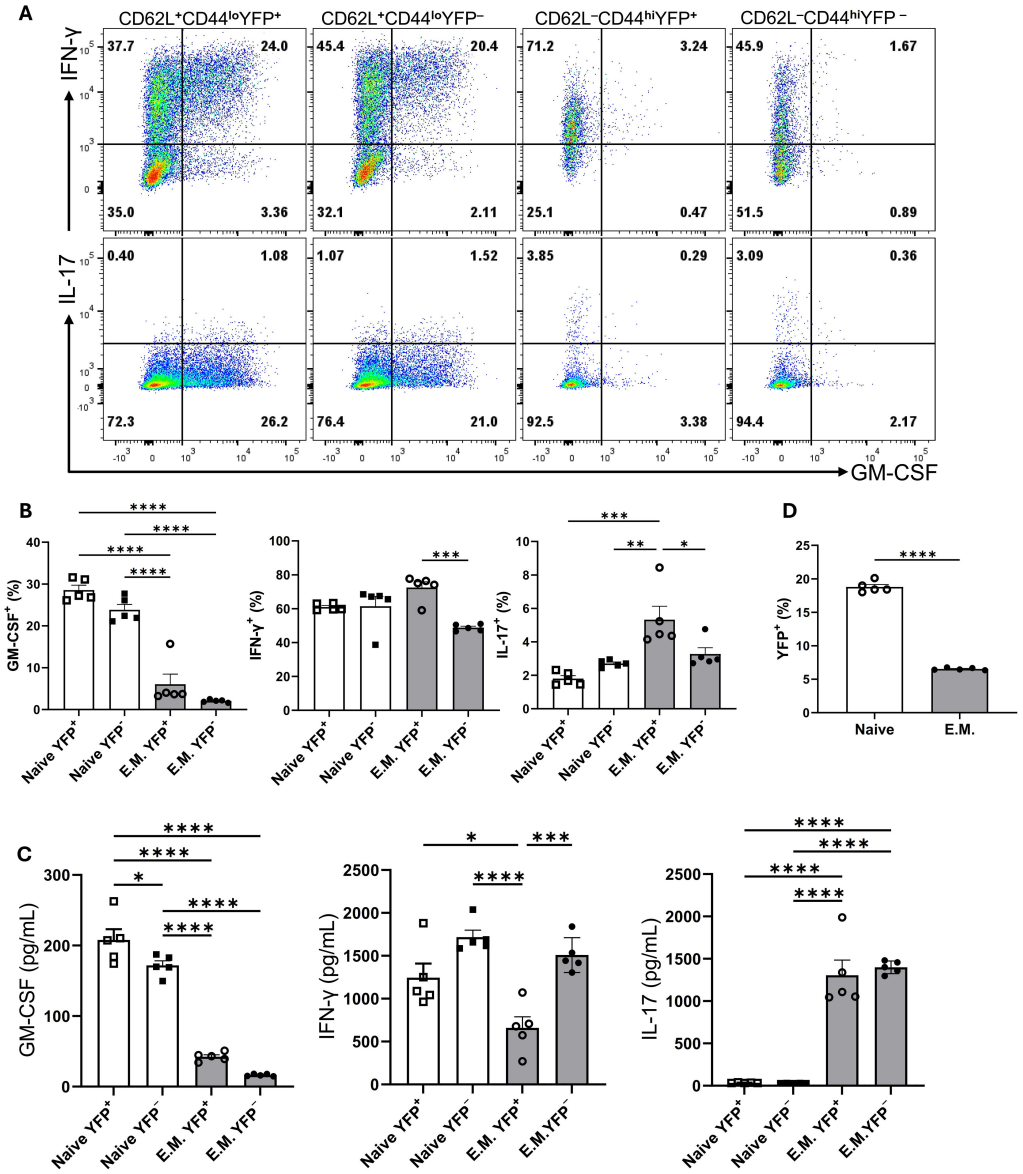
GM-CSF, IFN-γ, and IL-17 expression by YFP^+^ and YFP^−^ populations of naïve and effector memory CD4^+^ T cells following stimulation. Conventional naïve (CD25^−^CD62L^+^CD44^lo^CD4^+^) YFP^+^ and YFP^−^, and effector memory (CD25^−^CD62L^-^CD44^hi^CD4^+^) YFP^+^ and YFP^−^ T cells were sorted from the spleens of naïve 2-3-month-old male and female Gr/fr mice. The cells were co-cultured with T cell-depleted splenocytes and soluble anti-CD3/CD28 mAbs (3 µg/ml) for 72 h, then stimulated with PMA, Ionomycin, and GolgiPlug. Cells were stained against CD4, GM-CSF, IFN-γ, and IL-17. **(A)** Flow cytometry plots show gating for GM-CSF, IFN-γ, and IL-17 in gated CD4^+^ T cells. **(B)** Cytokine expression in gated CD4^+^ T cells from cultured cells following anti-CD3/CD28 mAbs stimulation. **(C)** Cytokine levels were measured by ELISA in the culture supernatants after anti-CD3/CD28 mAbs stimulation. **(D)** The proportions of YFP^+^ cells in naïve and effector memory YFP^−^ populations after 72 h of activation and co-culture. Data are presented as the mean ± SEM from 2 independent experiments (total n=5). Statistical analysis was conducted using an unpaired Student’s t-test and one-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. E.M., effector memory CD4^+^ T cell.

### 3.6 The transcriptomes of YFP^+^ and YFP^−^ naïve CD4^+^ T cells are highly similar, whereas those of YFP^+^ and YFP^−^ CD4^+^ effector memory T cells are markedly distinct

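RNA was sequenced from 12 libraries of CD4+ T cells sorted from the spleens of naïve *Gr/fr* mice. In these mice the *Csf2* allele also carries Cre recombinase and BFP. Cre removes a stop cassette in front of eYFP in the Rosa26 locus, so YFP marks cells that express or have expressed GM-CSF. Naïve cells (low in CD44) and effector memory (T_EM_) cells (high in CD44) were each sorted into YFP+ and YFP- fractions, which gave 4 groups of 3 libraries. The libraries were prepared from total RNA with a stranded kit. The authors mapped the reads to mm10 with the DRAGEN pipeline and counted them on genes with Rsubread. The paper's text does not name the annotation or say whether the counting used the strand, so genes that overlap a named gene are given with it. The deposited table lists 17523 genes by Entrez identifier and gives normalized counts, which are reads divided by the DESeq2 size factor of each library. Whole reads were recovered from 100% of these values. Between 40974124 and 57822269 reads per library lay on genes. The median was 46070449 reads in YFP+ naïve cells, 42976572 in YFP- naïve cells, 45835878 in YFP+ T_EM_ cells and 53008149 in YFP- T_EM_ cells. Gene symbols and coordinates were taken from RefSeq on GRCm38.p6, the assembly behind mm10. The log2 of the normalized count plus 1 was compared between groups with limma, in one fit of all 12 libraries. The fit covered the 15587 genes with at least 5 normalized counts in at least 3 libraries. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, and a gene named in the text was judged by the adjusted p alone. Values are normalized counts, given as mean ± SD (n = 3 libraries), and each fold change is followed by its standard error (SE). Groups with 3 reads or fewer in every library were taken as lying at the floor of the measurement. Exact permutation of 3 libraries against 3 cannot give a p under 0.10, so each call rests on the variance that limma shares across genes. As a check of the labels, *Cd44* had 2831 ± 382 normalized counts in YFP- naïve cells and 22014 ± 363 in YFP- T_EM_ cells.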

To identify differences between CD4^+^ T cells that did or did not produce GM-CSF^+^, we sorted YFP^+^ and YFP^−^ naïve and effector memory CD4^+^ T cells from the spleens of naïve *Gr/fr* mice and analyzed their transcriptomes using bulk RNA-seq. 

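Between YFP+ and YFP- T_EM_ cells, 203 genes were called higher and 546 genes were called lower in the YFP+ cells. An adjusted p of 0.05 or less, whatever the fold change, was reached by 1087 genes. In all 749 called genes, the 3 YFP+ libraries lay entirely above or entirely below the 3 YFP- libraries. The same held for 25.0% of all tested genes in this comparison, against the 10% that chance gives for 3 libraries against 3. The number of genes called higher was 113 when an absolute log2 fold change of 2 or more was required, as in the paper's Methods, the largest move as a ratio, and 359 with no fold change threshold, the largest move in genes. DESeq2 on all deposited genes, chosen after seeing the values, gave the paper's 262 higher and 652 lower genes at 1 or more. At 2 or more it gave 131 and 453. In limma without YFP- T_EM_ replicate 3, 350 genes were called lower. Among called genes with a mean of at least 50 normalized counts, the largest increases were in *Cntn1*, *Klrc1*, *Slc27a6*, *Aqp9* and *Cd93*. *Cntn1* (Entrez 12805) lies on chromosome 15 from 92051152 to 92341967, where it overlaps *Gm36901*. It had 2.61 ± 0.980 normalized counts in YFP- cells and 239 ± 88.5 in YFP+ cells, a log2 fold change of 6.02 (SE 0.52, adjusted p = 9.4e-05, limma). The log2 fold changes of the others were 5.64 for *Klrc1*, 5.17 for *Slc27a6*, 4.87 for *Aqp9* and 4.71 for *Cd93*. Reads of *Klrc1* and of its paralog *Klrc2* could have been split between the 2 genes. *Cd93* lost its call in 5 of the 6 fits that each left out 1 T_EM_ library, with adjusted p from 0.0789 without YFP- replicate 1 to 0.12 without YFP+ replicate 3. It kept the call without YFP+ replicate 2, and over all settings the adjusted p ranged from 1.3e-33 to 0.14. The largest decreases were in *Cox6a2*, *Smim5*, *Klk1*, *Siglech* and *D13Ertd608e*, with log2 fold changes of -5.84, -5.78, -5.57, -5.45 and -5.44. *Siglech* stands on a list of dendritic cell genes. All 13 genes of that list were lower in YFP+ cells, 12 of them called. Dendritic cells among the sorted YFP- T_EM_ cells may be the source, and the lower genes may then include genes of another cell type. Expression of these genes by T cells was not tested. *Cox6a2* (Entrez 12862) lies on chromosome 7 from 128205435 to 128206366, where it overlaps *Itgad*, and had 198 ± 82.2 normalized counts in YFP- cells and 4.06 ± 5.34 in YFP+ cells. *Siglech*, which overlaps Gm39015, had an adjusted p of 0.1 when 0.1 in place of 1 was added before taking logs, the highest in a range that began at 3.1e-13. Between YFP+ and YFP- naïve cells, 1 gene was called higher and 0 lower in the YFP+ cells. An unadjusted p of 0.05 or less was reached by 388 higher and 130 lower genes, 3.32% of those tested. The excess of higher genes was not stable, with 257 higher and 213 lower under quantile normalization and 259 higher and 275 lower without YFP+ naïve replicate 2. The 2 groups of naïve libraries did not overlap in 5.38% of the tested genes. Chance gives 10% for independent libraries, and less where replicate numbers pair them, as they do here. The number of genes called in naïve cells moved most under DESeq2 with the replicate number as a block, to 14 genes, and with that block in limma it was 2. No gene was called without YFP- naïve replicate 1, YFP- replicate 2, YFP+ replicate 1 or YFP+ replicate 3. In those fits 455, 639, 636 and 729 genes had an unadjusted p of 0.05 or less.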

Comparison between CD4^+^ effector memory subpopulations identified 262 genes differentially upregulated in YFP^+^ and 652 genes in YFP^−^ cells (**Figure 8A**), while only a few genes were differentially expressed between YFP^+^ and YFP^−^ naïve CD4^+^ T cells (**Figure 8B**). 

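In T_EM_ cells, *Csf2*, which encodes GM-CSF (Entrez 12981, chromosome 11, 54247270 to 54249899, overlapping *Gm12223*), had 1.75 ± 0.896 normalized counts in YFP- cells, at the floor, and 116 ± 52.0 in YFP+ cells. Its mean in YFP+ cells was 44.8-fold the floor of the YFP- libraries, so the ratio of the means is at least 44.8. This bound leaves out the spread of the YFP+ libraries, which ranged from 55.9 to 152. The difference had an adjusted p of 5.5e-04 (limma). The fitted log2 fold change of 5.34 depends on the prior count and is no bound. Leaving out 1 T_EM_ library at a time kept its adjusted p between 9.9e-04 and 0.0041. *Cxcr6* (Entrez 80901, chromosome 9, 123806477 to 123811754, overlapping *Fyco1*) rose from 1224 ± 56.4 normalized counts in YFP- cells to 10923 ± 4250 in YFP+ cells, a log2 fold change of 3.07 (SE 0.35, adjusted p = 3.1e-04, limma). Across the 6 fits that each left out 1 T_EM_ library it lay between 2.84 and 3.44. Among YFP+ T_EM_ libraries, *Csf2* and *Cxcr6* were lowest in replicate 2 (55.9 and 6095 normalized counts). That library also had the smallest share of the V segments *Trav11* and *Trav11d* in Trav reads (8.02%, against 15.9 and 16.1%). Genes of NKT cells were higher in YFP+ T_EM_ cells, 9 of 10 on their list. NKT cells among the sorted cells may contribute to both rises, which was not tested. The gene for T-bet, *Tbx21* (Entrez 57765, chromosome 11, 97098007 to 97115331), had 2419 ± 248 normalized counts in YFP- cells and 3891 ± 472 in YFP+ cells. Its log2 fold change of 0.68 (SE 0.19) had an adjusted p of 0.0477, which did not hold in any of the 6 fits without 1 T_EM_ library. There the adjusted p went from 0.0617 without YFP+ replicate 2 to 0.21 without YFP- replicate 3. *Foxp3* (Entrez 20371, chromosome X, 7579676 to 7595243, overlapping *Ccdc22* and *Flicr*) fell from 16093 ± 4320 normalized counts in YFP- cells to 8792 ± 2281 in YFP+ cells, a log2 fold change of -0.87 (SE 0.24, adjusted p = 0.045, limma). Its adjusted p was 0.179 without YFP- replicate 1, 0.189 without YFP- replicate 3, 0.073 without YFP+ replicate 1 and 0.146 without YFP+ replicate 2. *Il4* (Entrez 16189, chromosome 11, 53612460 to 53618665) had 41.7 ± 16.0 normalized counts in YFP- cells and 124 ± 39.9 in YFP+ cells. Every YFP+ library lay above every YFP- library, but the log2 fold change of 1.56 (SE 0.58) did not pass the threshold (adjusted p = 0.16, limma). DESeq2 on the recovered reads gave *Il4* an adjusted p of 0.0324. Over all settings the adjusted p ranged from 0.0014 to 0.64 for *Il4*, from 1.2e-05 to 0.21 for *Tbx21* and from 2.3e-12 to 0.19 for *Foxp3*.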

YFP^+^ CD4^+^ effector memory T cells showed higher expression of *Csf2*, *Il4*, *Rorc*, *Tbx21*, and *Cxcr6* with lower expression of *Foxp3* (**Figures 8A, C**). On the other hand, YFP^+^ naïve CD4^+^ T cells only showed higher expression of *Chn2* and *Crybg3* and lower expression of *Cd8b1* compared to YFP^+^ naïve CD4^+^ T cells (**Figure 8B**). 

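*Chn2* (Entrez 69993, chromosome 6, 54039932 to 54301812) encodes a chimaerin and overlaps *9130019P16Rik*, *9530036M11Rik*, *Gm15526* and *Gm15527*. It had 271 ± 43.0 normalized counts in YFP- naïve cells and 638 ± 80.8 in YFP+ naïve cells, a log2 fold change of 1.24 (SE 0.13, adjusted p = 0.0101, limma). In the 6 fits that each left out 1 naïve library the fold change lay between 1.13 and 1.36. Its adjusted p rose to 0.0583 without YFP- replicate 1, 0.0855 without YFP- replicate 2, 0.0816 without YFP+ replicate 1 and 0.0885 without YFP+ replicate 3. In a fit of the 6 naïve libraries alone it was 0.875, and without the trend in the variance it was 0.0504, in a range from 1.7e-25 to 0.88 over all settings. In T_EM_ cells *Chn2* was more abundant, with 1944 ± 180 normalized counts in YFP- cells and 2183 ± 121 in YFP+ cells. *Crybg3* (Entrez 224273, chromosome 16, 59492088 to 59601047, overlapping *Riox2*) had 72.5 ± 8.33 normalized counts in YFP- naïve cells and 152 ± 17.3 in YFP+ naïve cells. Its log2 fold change was 1.05 (SE 0.19, adjusted p = 0.378, limma). *Cd8b1* (Entrez 12526, chromosome 6, 71322788 to 71337492), which encodes the beta chain of CD8, had 1157 ± 109 normalized counts in YFP- naïve cells and 498 ± 78.6 in YFP+ naïve cells. Its log2 fold change was -1.22 (SE 0.24, adjusted p = 0.559, limma). For each of the 3 genes, no YFP+ naïve library overlapped the YFP- naïve libraries. DESeq2 on the recovered reads gave both *Crybg3* and *Cd8b1* an adjusted p of 0.00467, and over all settings the adjusted p ranged from 6.2e-04 to 1 for *Crybg3* and from 1.8e-10 to 1 for *Cd8b1*. *Cd8b1* also fell between the T_EM_ fractions, from 751 ± 242 normalized counts in YFP- cells to 240 ± 70.6 in YFP+ cells, a log2 fold change of -1.63 (adjusted p = 0.0013, limma).

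**Figure D1:**
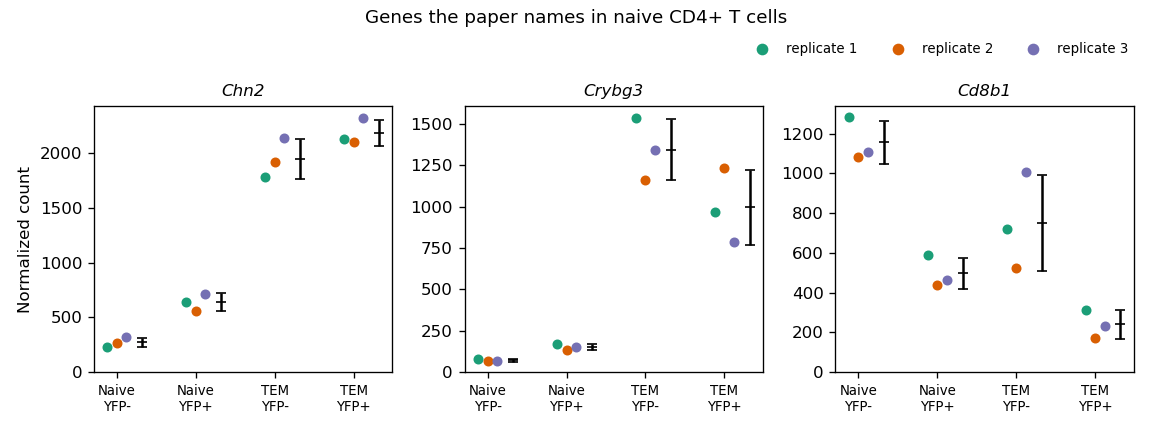
Normalized counts of *Chn2*, *Crybg3* and *Cd8b1* in each of the 12 libraries, by group, with the replicate number given by colour and the mean ± SD of each group as a bar with whiskers. The 3 YFP+ naïve libraries lie between 555 and 716 for *Chn2*, above the YFP- naïve libraries at 232 to 317.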

We next tested some of these findings from the steady state in mice with EAE at the peak of clinical disease severity. In agreement with RNA-seq results, most YFP^+^ CD4^+^ effector memory T cells from the CNS of mice with EAE expressed GM-CSF. They also displayed higher expression of *T-bet* and lower expression of *Foxp3* (**Figure 8D**). Unlike YFP^+^ CD4^+^ effector memory T cells in a steady state, these EAE cells had higher frequencies of IL-17^+^, IFN-γ^+^, TNF^+^, and IL-2^+^ cells and higher expression of *GATA3* (**Figure 8D**). Collectively, these results show that YFP^+^ and YFP^-^ naïve CD4^+^ T cells are virtually indistinguishable, whereas YFP^+^ and YFP^-^ CD4^+^ effector memory T cells differ to a surprisingly large extent, both in a steady state and in inflammation.

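Whether the effect of YFP status differed between T_EM_ and naïve cells was tested as an interaction. The difference was called for 483 genes, 382 of them with a T_EM_ log2 fold change below the naïve one and the rest with it above. Without YFP- T_EM_ replicate 1 this number was 318, and without YFP- T_EM_ replicate 3 it was 255. Of the 749 genes called between the T_EM_ fractions, 434 had an interaction with an adjusted p of 0.05 or less (limma). In naïve cells, 78 of the 749 had an unadjusted p of 0.05 or less, and 260 changed in the same direction. The median absolute log2 fold change of these genes was 3.02 between the T_EM_ fractions, on which they were chosen, and 0.37 between the naïve fractions. Cell type made the larger difference. Between T_EM_ and naïve cells, averaged over YFP status, 4253 genes were called, 3359 of them higher in T_EM_ cells and 894 lower. The first principal component of all 12 libraries held 69.3% of the variance and separated T_EM_ from naïve cells. The effect of YFP status on *Chn2* and *Crybg3* was lower in T_EM_ than in naïve cells, with interactions of -1.07 (SE 0.19) and -1.50 (SE 0.26) on the log2 scale and adjusted p of 0.0089 and 0.0086 (limma). In T_EM_ cells alone *Chn2* changed by 0.17 and *Crybg3*, in the direction opposite to naïve cells, by -0.45, and neither change passed the threshold (adjusted p = 0.633 and 0.221, limma). For *Cd8b1* the interaction was -0.41, and a difference between T_EM_ and naïve cells was not detectable (adjusted p = 0.847, limma). From the many genes that differ between the T_EM_ fractions, the few that differ between the naïve fractions, and its flow cytometry of cells from mice with EAE, the paper concludes that the naïve fractions are almost alike and the effector memory fractions differ widely, at rest and in inflammation. The flow cytometry data were not analysed here.

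**Figure D2:**
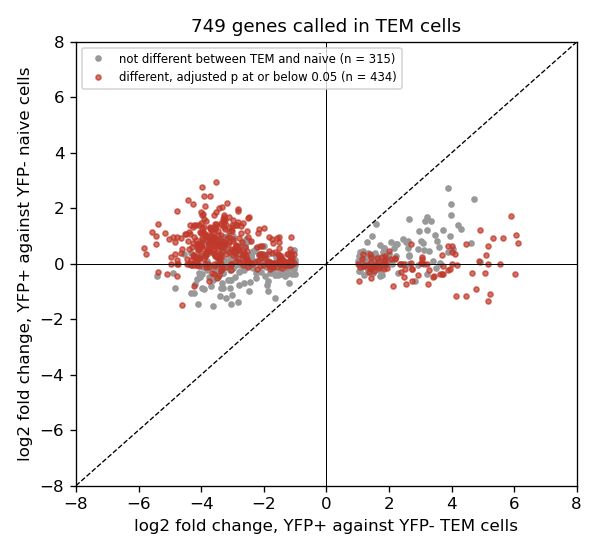
Log2 fold change between YFP+ and YFP- cells of the 749 genes called in T_EM_ cells, with T_EM_ cells on the horizontal axis, naïve cells on the vertical axis and a dashed line where both are equal. Red points are the 434 genes whose interaction has an adjusted p of 0.05 or less and grey points the other 315; no naïve log2 fold change exceeds 2.96 in absolute value, while those in T_EM_ cells reach 6.13.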

**Figure 8:**
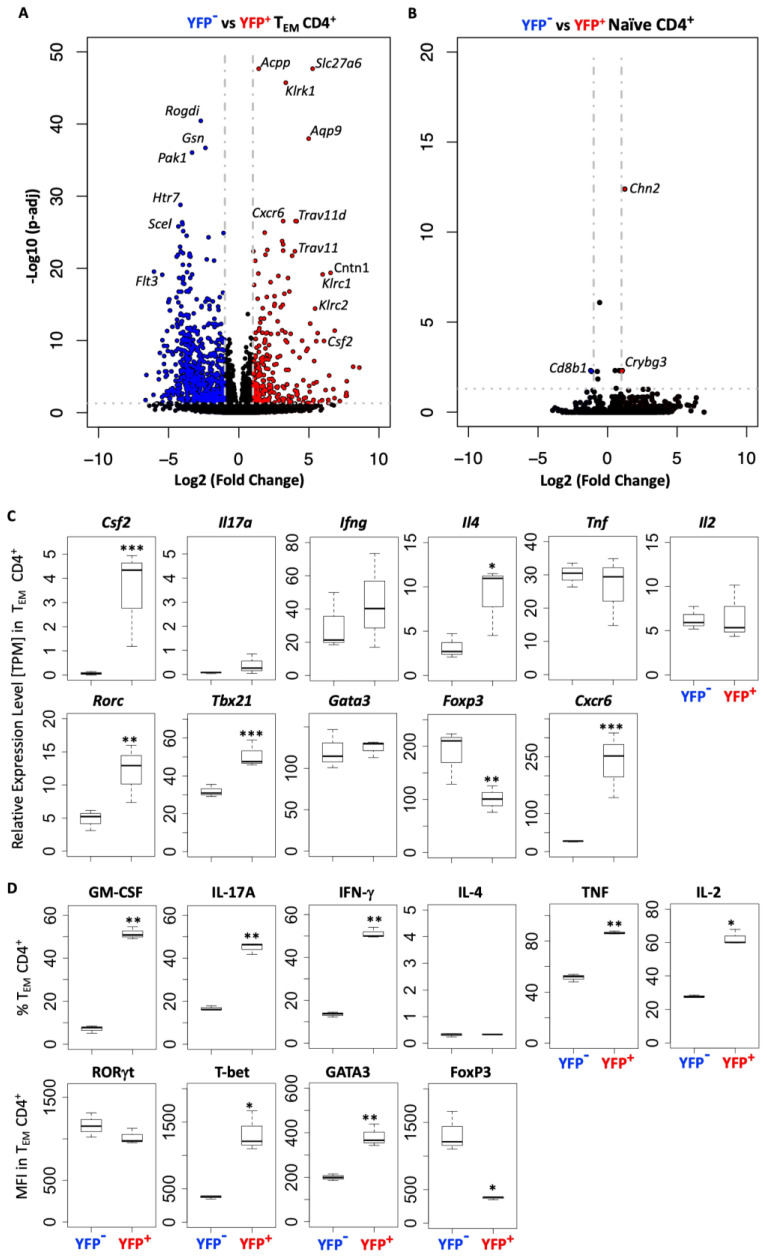
YFP^+^ and YFP^-^ CD4^+^ T_EM_ cells have a distinct transcriptomic profile. YFP^−^ and YFP^+^ naïve (CD62L^+^CD44^lo^) and T_EM_ (CD62L^−^CD44^hi^) CD4^+^ T cells were FACS sorted from the spleens of naïve *Gr/fr* mice (n=3), RNA was isolated and analyzed by RNA-seq. **(A)** Volcano plot shows 914 differentially expressed genes between YFP^+^ and YFP^−^ CD4^+^ T_EM_ cells, with 262 genes upregulated in YFP^+^ and 652 genes in YFP^−^ cells. **(B)** Volcano plot shows 3 differentially expressed genes between YFP^+^ and YFP^−^ naïve CD4^+^ T cells, with 2 genes upregulated in YFP^+^ and 1 gene in YFP^−^ cells. **(C)** Normalized gene expression levels (TPM) of several markers expressed by YFP^+^ and YFP^−^ CD4^+^ T_EM_ cells from RNA-seq analysis. **(D)** YFP^+^ and YFP^−^ CD4^+^ T_EM_ cells from the CNS of *Gr/fr* mice (n=3) immunized for EAE induction were analyzed at the peak of clinical disease severity. Box plots show frequencies of GM-CSF^+^, IL-17A^+^, IFN-γ^+^, IL-4^+^, TNF^+^, and IL-2^+^ YFP^+^ and YFP^−^ CD4^+^ T_EM_ cells in the CNS of mice with EAE. The bottom row box plot shows the staining intensity (MFI) of RORγt, T-bet, GATA3, and Foxp3 in YFP^+^ and YFP^−^ CD4^+^ T_EM_ cells in the CNS of mice with EAE. Box plots show interquartile range (IQR), with horizontal lines denoting the median. P-values were calculated using paired Student’s t-test; *p < 0.05, **p < 0.01, ***p < 0.001. T_EM_, effector memory CD4^+^ T cell; MFI, mean fluorescence intensity.

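The 15 genes labelled in Figure 8A that Figure 8C does not show were all called in the T_EM_ comparison, 9 higher and 6 lower in YFP+ cells, with limma's adjusted p of 0.0021 or less. Adjusted over the list alone all 15 passed as well, which is not independent evidence because the study chose the list on these samples. Log2 fold changes of higher genes were 1.41 for *Acpp*, 3.34 for *Klrk1*, 3.96 for *Trav11d*, 3.89 for *Trav11* and 5.09 for *Klrc2*. Those of the lower genes were -2.67 for *Rogdi*, -2.37 for *Gsn*, -3.33 for *Pak1*, -4.12 for *Htr7*, -4.26 for *Scel* and -4.36 for *Flt3*. The V segment genes *Trav11* and *Trav11d* lie within Tcra and resemble each other, so their reads could have been split between the 2 genes. When 0.1 in place of 1 was added before taking logs, *Htr7* and *Scel* lost their calls, with adjusted p of 0.141 and 0.0738. Over all settings the adjusted p of these 2 genes ranged from 2.0e-42 to 0.14 and from 1.1e-52 to 0.074. Figure 8C shows 11 genes, of which 10 passed the filter and were tested in T_EM_ cells. Adjusted over the list alone 6 had a p of 0.05 or less and adjusted over all genes 4 did. Here too the first count is not independent evidence, since the study chose the genes on these samples. *Il17a* (Entrez 16171, chromosome 1, 20730905 to 20734496) was not tested. It had 2.02 ± 1.27 normalized counts in YFP- T_EM_ cells and 10.7 ± 10.1 in YFP+ T_EM_ cells, with overlap between the groups. *Ifng* (Entrez 15978, chromosome 10, 118441046 to 118445894) had 799 ± 426 normalized counts in YFP- T_EM_ cells and 1180 ± 703 in YFP+ T_EM_ cells, a log2 fold change of 0.50 (SE 0.72, adjusted p = 0.845, limma). *Tnf* (Entrez 21926, chromosome 17, 35199367 to 35202007) had 1303 ± 135 and 1153 ± 379 normalized counts in the YFP- and YFP+ fractions, and its log2 fold change of -0.23 (adjusted p = 0.85, limma) became 0.07 without YFP+ replicate 1. *Il2* (Entrez 16183, chromosome 3, 37120713 to 37125954) had 159 ± 24.5 and 169 ± 81.8 normalized counts, a log2 fold change of -0.0013 (SE 0.57), whose sign changed with the processing. *Gata3* (Entrez 14462, chromosome 2, 9857078 to 9887953, overlapping *4930412O13Rik* and *9230102O04Rik*) had 10498 ± 1992 and 11304 ± 1650 normalized counts, a log2 fold change of 0.11 (SE 0.18, adjusted p = 0.861, limma) that became -0.0019 without YFP- replicate 2. Differences in *Ifng*, *Tnf*, *Il2* and *Gata3* were not detectable, and in each the YFP+ and YFP- T_EM_ libraries overlapped.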

## 4 Discussion

GM-CSF is a key pro-inflammatory cytokine that elicits the inflammatory phenotype in myeloid cells. GM-CSF is produced at relatively low levels in a steady state, but its production significantly increases during immune responses. Various immune cells produce GM-CSF, with T cells being its primary source during inflammation (10, 11, 18, 20). Given its essential role in myeloid cell function during inflammation, including autoimmunity, the biology of GM-CSF has been studied extensively and from various angles. However, the relationship between past and ongoing GM-CSF expression by diverse immune cells across different organs is only partially understood. In this study, we took advantage of our GM-CSF fate mapping mouse line to trace GM-CSF-expressing cells in steady-state and autoimmune neuroinflammation. Overall, we found that the capacity to express GM-CSF is transient, as the vast majority of cells that previously expressed it do not express it again, at least not upon stimulation ex vivo. Unexpectedly, myeloid cells, primarily macrophages, were the dominant GM-CSF-producing cell type in some organs, such as the liver, lung, and spleen. In other organs, such as LNs, SI, and inflamed CNS, T cells were the leading producers of GM-CSF. Among CD4^+^ T cells, most GM-CSF-producing cells were found in the effector memory subset, as expected. Surprisingly, a subset of naïve CD4^+^ T cells also exhibited a history of GM-CSF expression. Prior GM-CSF expression by effector memory CD4^+^ T cells strongly correlated with a distinct transcriptomic profile. We also found that GM-CSF-producing T cells co-express CXCR6, suggesting a link to tissue residency.

In both naïve and EAE mice at the peak of clinical disease severity, CD4^+^ T cells, γδ T cells, NK cells, and CD11b^+^ cells had the highest proportions of GM-CSF-expressing cells (primarily past GM-CSF expression) in different organs. In contrast, B cells were unique in predominantly expressing GM-CSF actively, albeit in very low numbers. Consistent with our findings, Komuczki et al. reported that ongoing GM-CSF expression is nearly undetectable before EAE induction but emerges in LNs at disease onset, primarily in CD4^+^ and CD8^+^ T cells, γδ T cells, and NK cells. Notably, most of these cells had a history of GM-CSF expression, but only small subsets actively produced it (10). Among CD45^hi^YFP^+^ cells, the dominant populations varied by tissue. In the blood, spleen, and lungs of naïve mice, CD11b^+^ cells were the predominant YFP^+^ population, followed by CD4^+^ T cells. In LNs and the thymus, CD4^+^ T cells were the major YFP^+^ cells, whereas in the liver, both CD11b^+^ and CD4^+^ T cells were prominent. In the SI, γδ T cells and CD8^+^ T cells were the primary YFP^+^ populations. Although the distribution of GM-CSF-expressing cells largely reflects the overall frequency of immune cell subsets across tissues, our findings suggest that CD4^+^ T cells and macrophages are the predominant sources of GM-CSF. Consistent with findings from Komuczki et al. (10) and Sheng et al. (28), our results show that in the inflamed CNS, effector CD4^+^ T cells are the dominant GM-CSF producers, with smaller contributions by CD8^+^ T cells, NK cells, γδ T cells, and CD11b^+^ cells. In contrast, in inflamed joints during inflammatory arthritis, NK cells and macrophages are the primary GM-CSF producers (20, 29), while patients with spondyloarthritis exhibit increased GM-CSF-producing CD4^+^ and CD8^+^ lymphocytes in their joints, along with an expansion of GM-CSF-producing ILC3 in synovial tissues (30). ILC3 also plays a key role in GM-CSF production during intestinal inflammation (18). These findings highlight the complex interplay between immune cell type, organ-specific microenvironments, and inflammatory conditions in shaping GM-CSF expression.

In our study, 10-20% of naïve CD4^+^ T cells (but not naïve CD8^+^ T cells) were YFP^+^, indicating prior GM-CSF expression. This was unexpected, as naïve T cells typically do not produce GM-CSF (12, 31). Neither YFP^−^ nor YFP^+^ naïve CD4^+^ T cells from the spleen of naïve mice produced GM-CSF after stimulation with PMA/Ionomycin, which was in contrast to effector memory cells. Naïve CD4^+^ T cells also did not produce IFN-γ or IL-2, whereas notable numbers of effector memory cells produced them. This suggests that YFP^+^ naïve CD4^+^ T cells are indeed naïve. Further, we sorted naïve YFP^−^ and YFP^+^ CD4^+^ T cells and activated them with anti-CD3 and anti-CD28 mAbs for several days. Both subpopulations behaved similarly about the production of various cytokines, including GM-CSF, whereas they were notably dissimilar to effector memory cells. One possible explanation is that these YFP^+^ naïve CD4^+^ T cells are TSCM cells; however, we found no significant differences in TSCM markers (32) expression between YFP^+^ and YFP^-^ naïve CD4^+^ T cells. To further investigate, we compared these two cell subsets by RNA-seq. While numerous genes were differentially expressed (>900) between YFP^+^ and YFP^-^ effector memory CD4^+^ T cells, YFP^+^ and YFP^-^ naïve CD4^+^ T cells differed in the expression of only several genes. Specifically, YFP^+^ naïve CD4^+^ T cells exhibited higher expression of *Chn2* and *Crybg3* and lower expression of *Cd8b1* compared to their YFP^-^ counterparts. However, no well-established correlation exists between these genes and GM-CSF expression in the literature. Overall, our findings suggest that YFP^+^ CD4^+^CD62L^+^CD44^-^ T cells are genuinely naïve. The mechanisms whereby they expressed GM-CSF at some point remain unclear, but it appears that these cells did not undergo widespread and permanent changes in their phenotype. Since we never found YFP^+^ naïve CD8^+^ T cells, it seems unlikely that YFP expression in some naïve CD4^+^ T cells is an artifact of a “leaky” transgenic system. Future studies are needed to determine whether this subset of naïve CD4^+^ T cells has distinct biological relevance. It would be important to determine whether these cells also expressed other effector cytokines (e.g., IFN-γ) or GM-CSF expression is unique in this context. Additional investigations, including temporal analysis to determine when YFP^+^ naïve cells expressed GM-CSF, TCR repertoire analysis to identify clonal expansion or distinct TCR usage, and epigenetic profiling to evaluate whether these cells retain signatures of prior activation, may uncover novel insights into the plasticity of naïve T cells. Additionally, single-cell RNA-seq could provide a more granular resolution of subpopulations within both naïve and effector CD4^+^YFP^+^ pools.

Previous studies have suggested a link between CXCR6 expression and GM-CSF production in CD4^+^ T cells in neuroinflammation (10, 26). In this study, considerably more CD4^+^YFP^+^ T cells were CXCR6^+^ than their YFP^-^ counterparts. At EAE peak, the CXCR6^+^ populations increased in the spleen, lung, and CNS, suggesting a correlation between CXCR6 and GM-CSF expression, as well as T-cell trafficking and retention in inflamed tissues (24–26). Komuczki et al. reported that nearly half of CNS-infiltrating CD44^+^ Th cells were ex-GM-CSF^+^, with most co-expressing TNF, IFN-γ, and IL-17. GM-CSF^+^ Th cells were predominantly CXCR6^+^ and belonged to a multi-cytokine-producing subset characterized by TNF and IFN-γ co-expression (10). Other studies indicate that CD4^+^CXCR6^+^ T cells represent terminally differentiated effectors, serving as key cytokine producers in inflamed tissues. These cells proliferate rapidly and express high levels of cytolytic granule proteins (33, 34). Interestingly, nearly all CD4^+^ T cells that produced two or more cytokines, such as IL-17, GM-CSF, or IFN-γ, were CXCR6^+^. Additionally, half of IL-17 single-producers and a third of GM-CSF single-producers in the LNs of EAE mice were CXCR6^+^ (33). Consistent with previous reports, our comparison of cytokine expression between YFP^+^ and YFP^-^ CD4^+^ T cells revealed that YFP^+^ cells, both in naïve and EAE mice, exhibited a greater propensity to produce GM-CSF, IL-17, and IFN-γ and express CXCR6. Collectively, our findings confirm that YFP^+^ CD4^+^ T cells constitute a multi-cytokine-producing subset enriched for high CXCR6 expression and production of GM-CSF, IFN-γ, TNF, and IL-17, with minimal IL-4 and IL-10 expression.

Although effector CD4^+^ T cells could produce GM-CSF following activation, this was not sustained in most effector cells. CD4^+^ T cells within the CNS of EAE mice expressed GM-CSF, but as the disease progressed into the chronic phase, CD4^+^ T cells gradually lost their ability to produce GM-CSF. Consistent with this, GM-CSF production of *in vitro*-generated ThGM cells also declined after 72 h post-activation. Komuczki et al. also reported that CNS-invading CD4^+^ T cells initially expressed GM-CSF, but expression declined 14 d.p.i (10). They reported that nearly half of CNS-infiltrating effector CD4^+^ T cells were ex-GM-CSF^+^, while just 8% of effector CD4^+^ T cells exhibited ongoing GM-CSF expression, indicating a gradual downregulation of GM-CSF expression (10). Furthermore, our follow-up analysis at 27 d.p.i., corresponding to the early chronic phase, showed further accumulation of YFP^+^GM-CSF^-^ CD4^+^ T cells. These results suggest that GM-CSF expression is transient, with only a subset of CD4^+^ T cells maintaining the ability to produce GM-CSF at any given time. This limited expression likely serves as a protective mechanism to prevent excessive and potentially harmful inflammation.

In conclusion, this study revealed a complex and dynamic landscape of GM-CSF expression by primarily immune cells. Notably, while myeloid cells, particularly macrophages, and T cells were major GM-CSF producers, their relative contributions varied substantially between organs. The ability of individual cells to produce GM-CSF was largely transient, as the vast majority of cells that previously produced GM-CSF failed to produce it again upon activation. Surprisingly, effector memory Th cells that produced GM-CSF had a dramatically different transcriptome from those that never produced GM-CSF. This indicates that the factors that drive GM-CSF expression also give rise to numerous other phenotypic traits. The history of GM-CSF expression in some naïve CD4^+^ T cells is a novel and intriguing observation that warrants further investigation. Finally, we confirmed a strong association between CXCR6 expression and GM-CSF production in CD4^+^ T cells, linking this marker to a multi-cytokine-producing effector subset enriched in inflamed tissues. Future studies should focus on elucidating the molecular mechanisms governing the transient nature of GM-CSF expression, as well as the origin and relevance of GM-CSF expression in naïve CD4^+^ T cells.

## Data Availability

RNA-seq data from Gr/fr mice have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE305413.

# Supplementary material for: GM-CSF production by immune cells in steady state and autoimmune neuroinflammation mapped using fate reporting mice
**Source:** Front Immunol. 2025 Aug 19;16:1617074. doi: 10.3389/fimmu.2025.1617074
**Supplement:** Supplementary file 1

**Supplemental material**

**Fig. S1. Schematic representation of the GM-CSF fate-mapping system.** Gr mice were developed by replacing the wild-type (WT) *Csf2* gene with a transgene that enables fate mapping of GM-CSF-expressing cells. (**A**) Schematic representation of the WT *Csf2* gene, consisting of four exons. (**B**) Structure of the *Csf2* locus after targeted replacement with a transgene containing an IRES-iCre-2A-BFP-pA cassette inserted between exon 4 and 3′UTR, allowing expression of iCre recombinase and BFP under the control of the endogenous *Csf2* promoter. (**C**) Gr mice were crossed with Rosa26-eYFP reporter mice, in which a loxP-flanked STOP cassette prevents YFP expression. (**D**) Upon GM-CSF expression, iCre is expressed, leading to the excision of the STOP cassette and the permanent expression of YFP in GM-CSF-expressing cells and their progeny. iCre: improved Cre recombinase, BFP: blue fluorescent protein, YFP: yellow fluorescent protein. This figure was created with BioRender.com.

**Figure S2. Flow cytometric analysis and gating strategy for immune cell subsets and GM-CSF expression in *Gr/fr* mice. (A)** Correlation between BFP and GM-CSF expression in CD4^+^ T cells from the CNS of mice at the peak of clinical disease severity. Mononuclear cells were obtained from the CNS of *Gr/fr* mice at the peak of EAE. The cells were stimulated for 6 h with PMA, Ionomycin, and GolgiPlug, followed by staining for surface and intracellular antigens. **(B)** Gating strategy for flow cytometric analysis of lymphoid and myeloid cells among splenocytes of *Gr/fr* mice. A similar gating strategy was used in analyses of immune cells from other organs. **(C)** Representative flow cytometry dot plot and a stacked bar chart show YFP and GM-CSF expression by gated microglial cells (CD45^low^CD11b^low^) of mice with EAE at the peak of clinical disease severity (two independent experiments, total n = 8). MΦ: macrophage, cDC: conventional dendritic cell.

**Figure S3. GM-CSF and YFP expression in CD11b^+^ subsets from mouse organs.** Mononuclear cells were isolated from the blood, BM, thymus, LNs, spleen, liver, lung, SI, and CNS of both naïve mice and mice with EAE at peak clinical disease severity. The mice used were 2-3 months old males and females. Cells were stimulated with PMA, Ionomycin, and GolgiPlug, stained for CD45, myeloid-specific surface markers, and GM-CSF, and analyzed by flow cytometry. YFP and GM-CSF expressions were quantified within gated live CD45^hi^ populations. **(A)** Proportions of major myeloid cell types among CD45^hi^CD11b^+^YFP^+^ immune cells in naïve and EAE mice. Frequencies of YFP^+^ cells were determined within gated live CD45^hi^CD11b^+^ populations. Stacked bar charts display the proportions of major myeloid cell types among these YFP^+^ cells. **(B)** The frequencies of YFP^+^ and GM-CSF^+^ cells among major myeloid cell types in naïve mice and mice with EAE. **(C)** An example of YFP expression in CD45^+^ and CD45^-^ cells among live cells (from the lung of EAE mice). Data are presented as the mean ± SEM from two independent experiments in naïve (total n = 13) and EAE (total n = 8) mice. Abbreviations: LN - lymph nodes, BM - bone marrow, SI - small intestine, CNS - central nervous system, cDC- conventional dendritic cells.

**Figure S4. CD4^+^ and CD8^+^** **T cell subset frequencies in mouse organs.** Both naïve and mice with EAE at the peak of clinical disease severity (male and female *Gr/fr* mice aged 2-3 months) were sacrificed. Their cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS, stained, and analyzed by flow cytometry for CD45, CD4, CD8, CD62L, and CD44 expression. **(A)** An example of the gating strategy for CD4^+^CD8^−^ and CD4^−^CD8^+^ cells within live CD45^hi^ cells (from the SI of naïve mice). **(B)** Superimposed bar charts illustrate the frequencies of CD4^+^ and CD8^+^ T cells across multiple organs in naïve and EAE mice at the peak of clinical disease severity. **(C)** Examples of gating strategy for CD62L^−^CD44^−^, CD62L^+^CD44^−^, CD62L^−^CD44^+^, and CD62L^+^CD44^+^ subsets within conventional (Foxp3^−^) CD4^+^ T cells (upper panel) and CD8^+^ T cells (lower panel) from the spleen of naïve mice. **(D)** Stacked bar charts show frequencies of CD62L^−^CD44^−^, CD62L^+^CD44^−^, CD62L^−^CD44^+^, and CD62L^+^CD44^+^ subsets within total conventional (Foxp3^−^) CD4^+^ and CD8^+^ T cell populations from naïve and mice with EAE at the peak of clinical disease severity. **(E)** Cells from the spleen, liver, and lung of MOG₃₅₋₅₅-immunized mice were harvested at 8 d.p.i. (preclinical stage), stained with I-Aᵇ MOG₃₅₋₅₅ MHC tetramer for CD3, CD4, and CD44 markers before analysis by flow cytometry. Representative dot plots for the spleen, liver, and lung illustrate the percentage of tetramer⁺ cells within the CD4⁺CD44⁺ T cell population. **(F)** The frequencies of MOG₃₅₋₅₅-specific CD4⁺CD44⁺ T cells among total CD4⁺CD44⁺ T cells are presented as mean ± SEM (n = 3 per group per experiment), based on data from two independent experiments. **(G)** Representative plots of CD4⁺ Foxp3^–^YFP⁺ T cells at various time points during EAE are shown (n=3-4). Data represent two independent experiments with naïve (total n = 7) and EAE (total n = 8) mice for panels A–D. Statistical analysis was performed using Student's t-test; *P<0.05; **P<0.01; ***P<0.001. Abbreviations: LN- lymph nodes, SI- small intestine, CNS- central nervous system, d.p.i.- days post immunization.

**Figure S5. Comparison of naïve (CD62L⁺CD44**^−^**) YFP⁺ and YFP**^−^ **CD4⁺ T cells.** CD4⁺ T cells were isolated from the spleens of naïve 2-3-month-old male and female *Gr/fr* mice using magnetic-activated cell sorting (MACS). Cells were stained for CD4, CD62L, CD44, CD122, Sca-1, CD95, CD27, and CD127, and analyzed by flow cytometry. **(A)** The gating strategy for Sca-1⁺CD122⁺ cells in gated live naïve (CD62L⁺CD44^−^) YFP⁺ (left) and YFP^−^ (right) CD4⁺ T cells, along with their corresponding bar graph showing summarized data from multiple mice. **(B)** Expression of CD127, CD27, and CD95 in naïve (CD62L⁺CD44^−^) YFP⁺ and YFP^−^ CD4⁺ T cells. Effector memory (CD62L^−^CD44^+^) CD4⁺ T cells were included for comparison. **(C)** The cytokine expression by YFP⁺ and YFP− populations of naïve and effector memory CD4⁺ T cells in the spleens of naïve 2-3-month-old female *Gr/fr* mice. Cells were stimulated with PMA, Ionomycin, and GolgiPlug for 5 h, followed by staining for surface and intracellular antigens. Data are presented as mean ± SEM from two independent experiments for A and B (total n = 8) and a single experiment for C (n = 3). Statistical analysis was conducted using an unpaired Student's t-test and one-way ANOVA. ****P<0.0001. Abbreviations: E.M.- effector memory CD4 T-cell.

**Figure S6. CXCR6 and YFP expression in CD4^+^ T cell subsets**. Mononuclear cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS of 2–3-month-old male and female *Gr/fr* mice. Cells were stained for CD45, CD4, CD62L, CD44, Foxp3 and CXCR6. Conventional (Foxp3^−^) CD4⁺ T cell subsets were defined based on CD62L and CD44 expression. YFP⁺ cells were analyzed for CXCR6 expression in **(A)** naïve and **(B**) EAE mice at the peak of clinical disease severity, shown in superimposed bar charts. **(C, D)** Mononuclear cells were isolated from the CNS of mice with EAE (15 d.p.i.) and stained for surface markers. Flow cytometry plots show YFP, BFP, CXCR6, and CXCR3 expression within T_EM_ (CD62L^−^CD44^hi^) CD4⁺ cells. **(E)** Clinical scores of *Cxcr6*⁻/⁻, *Cxcr3*⁻/⁻, and wild type (WT) mice immunized for EAE induction. The data represent two independent experiments, with naïve (total n = 7) and EAE-induced (total n = 8 for panel B and total n = 10 for panel E) mice, and n = 4 from one experiment for C and D. Error bars indicate mean ± SEM. P.I. - post immunization.

**Figure S7. The cytokine expression by CD4^+^ and CD8^+^ T cells from different organs.** Mononuclear cells were isolated from the blood, LN, spleen, liver, lung, SI, and CNS of 2–3-month-old male and female *Gr/fr* mice (naïve and with EAE at the peak of clinical disease). Cells were stimulated with PMA, Ionomycin, and GolgiPlug, and stained for the surface and intracellular antigens of **(A)** CD4^+^ and **(B)** CD8^+^ T cells, shown in superimposed bar charts. Results are expressed as the mean ± SEM with naïve (total n = 7) and EAE-immunized (total n = 8) from two independent experiments. Statistical analysis was performed using Student’s t-test; *P<0.05.

**Figure S8. The cytokine expression by YFP^+^ and YFP**^−^ **CD4^+^ T cells.** Mononuclear cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS of 2–3-month-old male and female naïve and EAE *Gr/fr* mice at the peak of clinical disease. Cells were stimulated with PMA, Ionomycin, and GolgiPlug and stained for surface and intracellular antigens. Superimposed bar charts illustrate GM-CSF, IFN-γ, IL-17, TNF, IL-4, and IL-10 expression by gated YFP^+^ and YFP^–^ CD4^+^ T cells from **(A)** naïve and **(B)** EAE mice. Results are expressed as the mean ± SEM; naïve (total n = 7) and EAE-immunized (total n = 8) from two independent experiments. Statistical analysis was performed using Student’s t-test; *P<0.05.

**Figure S9. The cytokine expression by YFP^+^ and YFP**^–^ **CD8^+^ T cells.** Mononuclear cells were isolated from the blood, LNs, spleen, liver, lung, SI, and CNS of 2-3-month-old male and female naïve and EAE *Gr/fr* mice. Cells were stimulated with PMA, Ionomycin, and GolgiPlug and stained for surface and intracellular antigens. Expression of GM-CSF, IFN-γ, IL-17, TNF, IL-4, and IL-10 by gated YFP^+^ and YFP^–^ CD8^+^ T cells from **(A)** naïve and **(B)** EAE mice at the peak of clinical disease severity is shown using superimposed bar charts. Results are expressed as the mean ± SEM; naïve mice (total n = 7) and mice with EAE (total n = 8) from two independent experiments. Statistical analysis was performed using Student’s t-test; *P<0.05.

**Figure S10. GM-CSF and YFP expression during Th cell polarization.** Naïve YFP^−^CD4⁺ T cells (CD4⁺CD25^−^CD62L⁺CD44^lo^YFP^−^) were sorted from the spleens of naïve 2-3-month-old male and female *Gr/fr* mice and co-cultured with T cell-depleted splenocytes at a ratio of 1:4 in the presence of soluble anti-CD3/CD28 mAbs (3 µg/ml) under ThGM and Th1 differentiation conditions; ThGM: anti-IFN-γ (10 μg/ml), anti-IL-12 (10 μg/ml), anti-IL-4 (5 μg/ml) mAbs, and Th1: IL-12 (20 ng/ml). Cells were harvested every 24h over a 5-day period, then stimulated with PMA, Ionomycin, and GolgiPlug, followed by staining for CD4, GM-CSF, and IFN-γ. **(A)** Flow cytometry plots illustrate gating for GM-CSF, IFN-γ, and YFP expression in gated CD4⁺ T cells after 72h stimulation. **(B)** GM-CSF, IFN-γ, and YFP expression in gated CD4⁺ T cells derived from naïve CD4⁺YFP^−^ T cells over time. Data is presented as mean ± SEM from a single experiment (n=3).

**Table S1. Anti-mouse flow cytometry antibodies.**

| **Antigen** | **Fluorochrome** | **Clone** | **Supplier** | **Category** |
| --- | --- | --- | --- | --- |
| CD3 | APC/Cy7 | 17A2 | Biolegend | Surface |
| CD3 | AF700 | 17A2 | Biolegend | Surface |
| CD4 | AF700 | GK1.5 | Biolegend | Surface |
| CD4 | BV711 | RM4-5 | Biolegend | Surface |
| CD4 | BV650 | GK1.5 | Biolegend | Surface |
| CD8 | PE/Cy7 | 53-6.7 | Biolegend | Surface |
| CD8 | BV711 | 53-6.7 | Biolegend | Surface |
| CD8 | APC/Cy7 | 53-6.7 | Biolegend | Surface |
| CD19 | PE | 6D5 | Biolegend | Surface |
| CD25 | BV711 | PC61 | Biolegend | Surface |
| CD25 | AF700 | PC61 | Biolegend | Surface |
| CD27 | BV685 | LG.3A10 | Biolegend | Surface |
| CD44 | BV650 | IM7 | Biolegend | Surface |
| CD44 | PE/Cy7 | IM7 | Biolegend | Surface |
| CD45 | AF700 | 30-F11 | Biolegend | Surface |
| CD45 | BV650 | 30-F11 | Biolegend | Surface |
| CD62L | APC | MEL-14 | Biolegend | Surface |
| CD62L | PE/Cy5 | MEL-14 | Biolegend | Surface |
| CD95 | BV605 | SA367H8 | Biolegend | Surface |
| CD122 | PE | 5H4 | Biolegend | Surface |
| CD127 | APC/Cy7 | A7R34 | Biolegend | Surface |
| Sca-1 | BV711 | D7 | Biolegend | Surface |
| TCR γδ | APC | QA20A46 | Biolegend | Surface |
| NK-1.1 | BV785 | PK136 | Biolegend | Surface |
| CXCR6 | PE/Dazzle™ 594 | SA051D1 | Biolegend | Surface |
| CD11b | BV785 | M1/70 | Biolegend | Surface |
| CD11c | PE | N418 | Biolegend | Surface |
| Ly6C | BV650 | HK1.4 | Biolegend | Surface |
| Ly6G | BV711 | 1A8 | Biolegend | Surface |
| F4/80 | PE/Cy7 | BM8 | Biolegend | Surface |
| MHC-II | APC/Cy7 | M5/114.15.2 | Biolegend | Surface |
| IFN-γ | PE/Cy7 | XMG1.2 | Biolegend | Intercellular |
| TNF | APC/Cy7 | MP6-XT22 | Biolegend | Intercellular |
| GM-CSF | PE/Dazzle™ 594 | MP1-22E9 | Biolegend | Intercellular |
| IL-2 | PE | JES6-5H4 | BD Biosciences | Intercellular |
| IL-4 | APC | 11B11 | Biolegend | Intercellular |
| IL-10 | PE | JES5-16E3 | Biolegend | Intercellular |
| IL-17 | BV785 | TC11-18H10.1 | Biolegend | Intercellular |
| Foxp3 | PE | FJK-16S | eBioscience | Intercellular |
| IL; Interleukin, IFN; Interferon, TNF; Tumor necrosis factor, GM-CSF; Granulocyte-macrophage colony-stimulating factor, Foxp3; Forkhead box P3, Sca-1; Stem cell antigen-1, CXCR; CXC chemokine receptor, MHC class II; Major Histocompatibility Complex class II. | | | | |

**Table S2, refer to Figure 2.** Frequency of immune cell subsets among CD45^hi^YFP⁺ cells in various organs of naïve and EAE mice at disease peak.

|  |  | Blood | BM | SI | Liver | LN | Spleen | Lung | Thymus | CNS | *P-value* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CD3^+^CD4^+^ (%) | Naive | 27.1±9.3 | 4.6±1.6 | 4.0±1.7 | 21.4±8.2 | 59.4±4.6 | 27.8±4.7 | 17.9±2.9 | 51.4±10.4 | 18.0±6.0 | ***<0.001*** |
|  | EAE | 25.8±3.7 | 3.3±0.8 | 3.8±0.9 | 22.1±1.4 | 54.7±8.7 | 31.1±6.7 | 30.8±4.0 | 49.6±8.9 | 47.1±11.5 | ***<0.001*** |
|  | ***P-value*** | ***0.74*** | ***0.15*** | ***0.78*** | ***0.80*** | ***0.12*** | ***0.20*** | ***<0.001*** | ***0.75*** | ***0.01*** |  |
| CD3^+^CD8^+^(%) | Naive | 9.3±3.9 | 17.2±7.4 | 39.3±5.6 | 9.6±2.6 | 11.8±2.5 | 10.8±4.0 | 7.4±1.9 | 1.7±0.5 | 14.4±3.4 | ***<0.001*** |
|  | EAE | 12.5±4.7 | 25.8±2.5 | 49.4±8.4 | 9.4±1.2 | 12.7±2.3 | 12.9±3.0 | 8.7±2.5 | 4.7±2.3 | 8.7±3.3 | ***<0.001*** |
|  | ***P-value*** | ***0.12*** | ***0.04*** | ***0.006*** | ***0.87*** | ***0.42*** | ***0.21*** | ***0.20*** | ***<0.001*** | ***0.06*** |  |
| CD3^+^CD4^-^CD8^-^ (%) | Naive | 2.2±0.6 | 23.3±3.0 | 3.8±1.9 | 10.8±3.0 | 2.9±1.0 | 4.3±0.7 | 6.3±2.1 | 5.8±2.9 | 12.6±2.26 | ***<0.001*** |
|  | EAE | 3.6±0.8 | 20.6±3.9 | 5.2±1.8 | 12.6±1.3 | 4.3±2.4 | 4.5±0.8 | 8.5±1.9 | 18.2±4.0 | 12.3±3.8 | ***<0.001*** |
|  | ***P-value*** | ***0.0004*** | ***0.1639*** | ***0.1477*** | ***0.14*** | ***0.08*** | ***0.61*** | ***0.02*** | ***<0.001*** | ***0.18*** |  |
| CD3^+^NK1.1^+^ (%) | Naive | 0.5±0.6 | 7.9±6.5 | 1.2±1.5 | 3.0±3.2 | 0.6±0.4 | 0.8±0.8 | 0.5±0.4 | 1.4±0.7 | 0.3±0.05 | ***<0.001*** |
|  | EAE | 0.2±0.1 | 0.9±0.9 | 1.3±0.8 | 0.6±0.9 | 0.2±0.07 | 0.2±0.08 | 0.2±0.1 | 1.7±1.3 | 0.24±0.08 | ***<0.001*** |
|  | ***P-value*** | ***0.32*** | ***0.05*** | ***0.88*** | ***0.05*** | ***0.06*** | ***0.04*** | ***0.06*** | ***0.63*** | ***0.18*** |  |
| CD3+TCRγδ+ (%) | Naive | 4.4±3.0 | 9.3±5.1 | 40.6±6.0 | 13.1±3.4 | 8.0±2.7 | 5.5±2.8 | 19.7±4.7 | 20.7±13.4 | 1.21±0.82 | ***<0.001*** |
|  | EAE | 4.3±1.7 | 2.5±0.3 | 25.1±7.6 | 5.5±1.2 | 12.0±8.3 | 5.1±2.5 | 24.4±1.9 | 5.8±1.5 | 8.6±4.9 | ***<0.001*** |
|  | ***P-value*** | ***0.93*** | ***0.02*** | ***<0.001*** | ***<0.001*** | ***0.12*** | ***0.75*** | ***0.01*** | ***0.04*** | ***0.07*** |  |
| CD3-NK1.1+ (%) | Naive | 2.9±1.4 | 0.8±0.3 | 1.1±1.5 | 2.5±1.4 | 1.7±0.8 | 1.5±0.7 | 1.5±1.4 | 6.0±2.7 | 2.24±5.32 | ***<0.001*** |
|  | EAE | 3.6±1.0 | 0.5±0.1 | 0.6±0.3 | 11.5±9.6 | 4.4±2.9 | 0.9±0.02 | 5.9±4.1 | 4.3±4.7 | 5.3±1.6 | ***0.01*** |
|  | ***P-value*** | ***0.39*** | ***0.38*** | ***0.45*** | ***0.07*** | ***0.07*** | ***0.32*** | ***0.05*** | ***0.37*** | ***0.06*** |  |
| CD19+ (%) | Naive | 1.1±0.8 | 0.4±0.2 | 0.1±0.2 | 0.4±0.1 | 0.5±0.4 | 3.1±1.1 | 0.3±0.2 | 0.5±0.2 | 0.31±0.26 | ***<0.001*** |
|  | EAE | 0.7±0.6 | 0.06±0.04 | 0.04±0.03 | 0.1±0.07 | 1.0±0.9 | 2.2±1.8 | 0.3±0.2 | 0.4±0.1 | 0.09±0.08 | ***<0.001*** |
|  | ***P-value*** | ***0.28*** | ***0.008*** | ***0.48*** | ***<0.001*** | ***0.10*** | ***0.18*** | ***0.67*** | ***0.75*** | ***0.04*** |  |
| CD11b+ (%) | Naive | 46.1±8.3 | 20.9±6.3 | 5.3±2.7 | 23.1±4.8 | 7.1±2.8 | 41.8±6.0 | 38.7±6.2 | 2.2±1.1 | 23.6±2.1 | ***<0.001*** |
|  | EAE | 41.8±9.8 | 15.6±5.5 | 5.6±2.4 | 21.7±2.1 | 5.5±2.4 | 33.7±8.5 | 22.5±4.4 | 1.7±0.6 | 16.0±1.9 | ***<0.001*** |
|  | ***P-value*** | ***0.30*** | ***0.15*** | ***0.84*** | ***0.46*** | ***0.21*** | ***0.02*** | ***<0.001*** | ***0.50*** | ***<0.001*** |  |
| *Data are presented as mean ± SD from three independent experiments in naïve mice (total n = 13) and two independent experiments in EAE mice (total n = 8). Statistical analysis was performed using ANOVA for comparisons of immune cell populations across organs, and multiple t-tests for comparisons between naïve and EAE mice. Abbreviations: LN – lymph nodes; BM – bone marrow; SI – small intestine; CNS – central nervous system.* | | | | | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

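RNA was measured in 12 libraries of CD4+ T cells from the spleens of naïve *Gr/fr* mice. The cells had been sorted into naïve cells (low in CD44) and T_EM_ cells (high in CD44) and each of these into YFP+ and YFP- fractions, with 3 libraries per group. According to the paper, total RNA was sequenced with a stranded kit, reads were mapped to mm10 with the DRAGEN pipeline, counted on genes with Rsubread and tested with DESeq2. The deposited signal consists of normalized counts: the authors divided the read counts of each library by its DESeq2 size factor before the table was deposited. The annotation, the strand setting of the counting and the versions of the authors' tools are not stated in the text used here.

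The table holds 17523 genes and 12 libraries, and 0 of its columns were left unused. Every value was a whole number of reads after multiplication by the library's size factor (100% of values), and the size factors computed again from these reads differed from those read from the table by at most 2.4e-15. Reads on genes ranged from 40974124 to 57822269 per library, with a median of 44929387. The smallest sum of reads over all libraries for any listed gene was 10. The 10 most abundant genes held from 5.29 to 7.75% of the reads of a library. The median SD of the log2 values between replicates was 0.21 in YFP- naïve, 0.22 in YFP+ naïve, 0.17 in YFP- T_EM_ and 0.21 in YFP+ T_EM_ cells. Log2 values of 2 replicates of a group correlated with a Pearson coefficient from 0.969 to 0.985. Their reads differed by a chi-square per degree of freedom from 41.8 to 94.5, far above counting noise.

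Genes were matched by Entrez identifier to RefSeq on GRCm38.p6, which named 16749 genes and left 774 without a symbol or coordinates. The latter were tested as well. Gene length and GC content came from GENCODE M21 for 15018 genes, and 87.7% of the tested genes had them.

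Normalized counts were analysed as log2 of the value plus 1. Genes with at least 5 normalized counts in at least 3 libraries were kept, which left 15587. They were fitted in limma 3.58.1 (R 4.3.3) with 4 group means, lmFit, contrasts.fit and eBayes with a trend, on 8 residual degrees of freedom. The contrasts were YFP+ against YFP- in T_EM_ cells, the same in naïve cells, the difference between these 2 (the interaction) and T_EM_ against naïve cells averaged over YFP status. P values were adjusted by Benjamini and Hochberg. The calling rule was an adjusted p of 0.05 or less with an absolute log2 fold change of 1 or more, while genes named in the text were judged by the adjusted p alone.

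The genes named are those the paper names for its RNA sequencing, the 5 largest increases and 5 largest decreases called in each comparison and in the interaction, genes on the gene lists, the sorting markers *Cd44* and *Cd4*, sex-linked genes, and *Gt(ROSA)26Sor* with its neighbours *Thumpd3* and *Setd5*. The largest changes were taken among called genes with a mean of at least 50 normalized counts and no overlap between the groups. The list also held Il3, which is absent from the table. Some genes that fall under this rule are not reported here.

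For cell types and states, 19 gene lists were tested in the T_EM_ and the naïve comparison (38 tests) with camera at an inter-gene correlation of 0.01, adjusted by Benjamini and Hochberg. The result of each is given in the closing section. Counts of at most 3 reads in every library of a group were taken as the floor, and folds of group means against such a group are lower bounds. These bounds leave out the spread of the other group. Shares of Trav reads have a Wilson interval at 95%, which covers the counting of reads only.

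The replicate numbers appear to pair the libraries by animal. Libraries of the same number from YFP+ and YFP- cells correlated after group means were removed, with coefficients of 0.180, 0.338 and 0.356 in T_EM_ cells and 0.306, 0.491 and 0.360 in naïve cells. Libraries of different numbers averaged between -0.316 and -0.0838. Because group means were removed, a positive correlation at the same number brings negative ones at the others, so these values are no separate evidence. *Xist* was high in replicates 1 and 2 (11867 normalized counts or more) and at most 24.7 in replicate 3, while *Ddx3y* had 3869 or more in replicate 3 and at most 1.06 in the others. Replicate 3 therefore came from male animals and the others from female ones, and sex is balanced between the groups.

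Alternatives to these choices were set before the data were examined. They were a prior count of 0.1 or 5, no filter or a mean of at least 10, quantile normalization, TMM factors, a fit of the 6 libraries compared, the replicate number as a block, no variance trend, edgeR 4.0.16 or DESeq2 1.42.0 on the recovered reads, DESeq2 with the block, an absolute log2 fold change of 2 or more or no fold change threshold, leaving out immunoglobulin and T cell receptor segments, and leaving out each library in turn. For the gene lists they were fry, camera with an estimated correlation, the block, quantile normalization and a prior count of 5. Further ones, chosen after seeing the data, were DESeq2 on all deposited genes, edgeR with the block, and the block with a correction for GC content and length (lowess span 0.3) or with reads drawn down to equal depth. For T_EM_ against naïve cells, quantile normalization, edgeR, DESeq2 and leaving out each library were also chosen then.

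The methods were tested on simulated data with 15587 genes, of which 200 were changed. limma called 178 of these with 9 false calls, limma with the block 177 with 8, edgeR 179 with 13 and DESeq2 187 with 23. In the simulated naïve comparison, which held no change, DESeq2 made 2 false calls. Of the unchanged gene lists, camera and fry called 0. Each gene was simulated on its own, so this cannot show how the tests treat lists whose genes vary together. Regrouping the real libraries of a comparison in the 9 other ways, camera called 2 to 11 lists in T_EM_ cells and 0 to 11 in naïve cells.

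Tables were prepared and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The flow cytometry and disease data of the paper were not analysed here, and the expression values of Figure 8C were not compared, because the unit there is another one.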

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

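In this part the counts over other splits of the libraries were chosen beforehand. The corrections for GC content, length and read depth and the other tests were chosen only after the result was seen.

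The effect of YFP status differed between T_EM_ and naïve cells for 483 genes, a test of the difference itself. Of 100 joint splits of the T_EM_ and naïve libraries, the real one included, 3 gave as many genes, and all 3 keep the real split of the T_EM_ libraries. Among the other splits the median was 0 genes (604 at an unadjusted p of 0.05 or less) and the largest number was 723. With the replicate block, the number was 593, of which 576 of the 580 with a GC content and length were kept after correction for both, and 572 of 593 were kept at equal read depth. Neither trend can therefore be the whole cause. The number was 318 without T_EM_ YFP- replicate 1 and 255 without T_EM_ YFP- replicate 3. What remains open is how much of the difference reflects the T cells and how much other cells in a fraction. This was not separated for the interaction.

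Among genes the paper names, those with an interaction past the threshold are given here. The differences, T_EM_ minus naïve log2 fold change, were 4.40 for *Csf2*, 2.82 for *Cxcr6*, 1.54 for *Acpp*, 6.50 for *Slc27a6*, 4.77 for *Aqp9*, 4.14 for *Trav11d*, 4.11 for *Trav11*, 6.39 for *Cntn1*, 4.72 for *Klrc1*, 4.76 for *Klrc2*, -2.63 for *Rogdi*, -2.36 for *Gsn*, -3.17 for *Pak1*, -6.40 for *Scel*, -5.44 for *Flt3*, -1.07 for *Chn2* and -1.50 for *Crybg3*. In naïve cells both fractions lie at the floor for *Klrc2* and *Cntn1*, and the YFP- fraction does for *Csf2* and *Klrc1*, so these 4 values depend on the prior count and are no bound. Over all settings the adjusted p ranged from 0.0021 to 0.62 for *Csf2*, from 3.5e-04 to 0.10 for *Cntn1*, from 9.0e-04 to 0.98 for *Klrc1* and from 4.4e-04 to 1.0 for *Klrc2*. Leaving out 1 library raised the adjusted p of *Csf2* past the threshold for Naïve YFP+ replicates 1 (0.0554) and 3 (0.0516), T_EM_ YFP- replicates 1 (0.0501), 2 (0.0613) and 3 (0.0624) and T_EM_ YFP+ replicates 1 (0.0732) and 3 (0.0740). For *Klrc1* it was 0.0566 without T_EM_ YFP- replicate 3 and 0.0583 without T_EM_ YFP+ replicate 1.

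The 5 most negative interactions among called genes with at least 50 normalized counts on average were -6.75 for *Cyp27a1*, -6.72 for *Klk1*, -6.71 for *Csf2rb2*, -6.48 for *Nlrp3* and -6.46 for *Siglech*. For *Klk1* and *Siglech* the YFP- naïve fraction is at the floor, so their values depend on the prior count. The adjusted p ranged over all settings from 2.7e-04 to 0.10 for *Klk1* and from 0.0021 to 0.26 for *Siglech*, whose adjusted p was 0.0547 without Naïve YFP- replicate 1, 0.0643 without T_EM_ YFP- replicate 1, 0.0698 without T_EM_ YFP- replicate 3 and 0.0501 without T_EM_ YFP+ replicate 3. *Il2ra* differed by 1.68 (adjusted p = 0.0234), with a range from 2.4e-21 to 0.069. It lost its call without Naïve YFP- replicate 3 (0.0643), Naïve YFP+ replicate 2 (0.0501), T_EM_ YFP- replicates 1 (0.0584) and 2 (0.0554) and T_EM_ YFP+ replicates 1 (0.0640) and 3 (0.0646).

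The paper does not discuss the genes of NKT cells, and their list was higher in YFP+ T_EM_ cells, with a median log2 fold change of 1.48 and 9 of 10 genes higher (adjusted p = 2.2e-08, camera). Of its tested genes 5 have at least 50 normalized counts in naïve cells. Its genes *Il2rb* and *Xcl1* also stand on another list. *Trav11* and *Trav11d*, 2 V segments that the paper labels, together held 15.9, 8.02 and 16.1% of Trav reads in the 3 YFP+ T_EM_ libraries (95% intervals 15.5 to 16.4, 7.68 to 8.37 and 15.7 to 16.6%) and 0.676 to 1.02% in the YFP- T_EM_ libraries. The intervals cover the counting of reads only and not the spread between libraries. The sum of *Trav11* and *Trav11d* does not depend on how reads are divided between the 2 genes. Its lowest share was 8.02%, so shared reads cannot make the pattern. The calls of the list held under the corrections, 6 of 6 for GC content and length and 7 of 7 for read depth. Mixing of YFP- cells into T_EM_ YFP+ replicate 2, which has the smallest share, would raise the lower genes there, but 10.9% of 393 other genes called lower were highest in that library, against 35.9% of uncalled genes. NKT cells among the sorted YFP+ T_EM_ cells may be the source. Of 127 other genes called higher, 94.5% (120) were lowest in that replicate, against 37.0% of 11424 uncalled genes. Abundant genes of the list were *Il2rb* (33352 normalized counts in YFP- and 65830 in YFP+ cells), *Zbtb16* (189 and 1876) and *Klrb1c* (154 and 1304). *Zbtb16* had an adjusted p of 0.142 at a prior count of 0.1, in a range from 7.4e-12 to 0.14. Whether NKT cells belong to the YFP+ fraction through past GM-CSF expression, or other T cells express these genes, was not tested.

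Genes of gamma-delta T cells, which the paper does not discuss for its RNA sequencing, were also higher in YFP+ T_EM_ cells, with a median of 2.74 and 6 of 8 genes higher (adjusted p = 1.4e-06, camera). *Trgc1* rose from 83.7 to 948 normalized counts, *Trgc2* from 69.1 to 1200 and *Trgc4* from 48.4 to 590. *Trdc*, which gamma-delta T cells would bring in similar amounts, changed by -0.28, from 273 to 221, which argues against these cells as the source of the rise. What raises the Trg transcripts stays open. Of the calls 5 of 6 held at equal read depth. With the correction for GC content 2 of 2 held, but only 33.3% of the genes had a GC value, so the role of GC content and length cannot be told apart, because too few genes could be corrected. Of the tested genes 2 have at least 50 normalized counts in naïve cells and 1 stands on another list.

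Further lists, made of genes mostly outside those the paper discusses, were higher in YFP+ T_EM_ cells. The medians were 1.70 for NK cells (6 of 8 genes higher, adjusted p = 0.0041), 0.58 for Th1 (9 of 10, 0.0035), 1.01 for Th17 (7 of 8, 0.0075), 0.15 for recirculation (8 of 10, 0.0394), 2.47 for neutrophils (6 of 7, 0.0081) and 0.30 for the TSCM markers of Supplementary Figure S5 (4 of 5, 0.0265), all from camera. Recirculation lost its call without Naïve YFP+ replicate 2 (0.0618), T_EM_ YFP- replicates 2 (0.0803) and 3 (0.101) and T_EM_ YFP+ replicate 1 (0.339). The TSCM markers lost it without T_EM_ YFP- replicate 3 (0.0609) and T_EM_ YFP+ replicate 2 (0.0659). Among the neutrophil genes *Mmp9* rose from 302 to 5361 normalized counts, but *S100a8* only to 28.7, at least 11.1-fold higher than the floor, and *S100a9* from 1.48 to 49.1. Of the tested genes of the NK, Th1, Th17, recirculation, neutrophil and TSCM lists, 2, 4, 2, 10, 0 and 5 have at least 50 normalized counts in naïve cells. Genes that also stand on another list are *Il23r* of Th17, *Il7r* of recirculation, and *Il2rb* and *Il7r* of the TSCM markers. The NK, Th1 and neutrophil lists share no gene with another list. Of the 10 splits of the T_EM_ libraries, 2 gave as many called lists, and with 10 splits the share cannot fall below 0.1, so these lists as a set cannot be told apart from other groupings.

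Between the naïve fractions, 4 lists of genes that the paper does not discuss were higher in YFP+ cells. The medians were 0.45 for dendritic cells (11 of 13 genes higher, adjusted p = 0.0155, camera), 1.37 for macrophages or monocytes (12 of 12, 9.6e-04), 2.04 for erythroid cells (6 of 6, 0.0026) and 0.30 for proliferation (11 of 12, 0.0014). For dendritic cells the adjusted p was 0.494 without Naïve YFP- replicate 1 and 0.633 without Naïve YFP+ replicate 2, and 0.0546 with the replicate block. For macrophages it was 0.148 without Naïve YFP- replicate 3 and 0.868 without Naïve YFP+ replicate 2. For erythroid cells it was 0.0744 without Naïve YFP- replicate 3 and 0.329 without Naïve YFP+ replicate 2, and for proliferation 0.504 without Naïve YFP+ replicate 2. Other splenic cells in Naïve YFP+ replicate 2 are a candidate explanation. In that library the medians of 5 of 5 lists were more than 0.5 above replicates 1 and 3, 1.25 for B cells, 1.51 for dendritic cells, 4.26 for macrophages, 4.93 for neutrophils and 3.85 for erythroid cells. The abundant genes reached 578 ± 691 normalized counts for *Hba-a1*, 292 ± 367 for *Lyz2* and 3290 ± 2116 for *Cd74* in YFP+ naïve cells. Of the tested genes of the macrophage, erythroid and proliferation lists, 9, 3 and 5 have at least 50 normalized counts in naïve cells. Of the 10 splits of the naïve libraries, 5 gave as many called lists, so these calls cannot be told apart from other groupings of 6 libraries.

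The noncoding gene *Gt(ROSA)26Sor* (Entrez 14910, chromosome 6, 113067428 to 113077244, overlapping *Thumpd3*), whose locus carries the reporter and which the paper does not report on, was higher in YFP+ cells. Its log2 fold change was 1.46 in T_EM_ cells (137 ± 32.8 to 373 ± 35.5 normalized counts, adjusted p = 0.001) and 1.00 in naïve cells (130 ± 16.3 to 260 ± 35.2, adjusted p = 0.561, with a range from 0.0045 to 1 over all settings). A change of transcription over the whole region is argued against by its neighbours *Thumpd3* and *Setd5*, whose largest absolute log2 fold change was 0.17. The smaller of the 2 changes was 1.02 after the correction for GC content and length and 1.00 at equal read depth, so neither makes the pattern. Transcription from the reporter allele after removal of the stop cassette may be the source. Its only value here, the smaller change of 1.00, is the pattern itself, and how reads from the modified allele map to the gene was not tested, so this source stays open.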

How the results depend on the processing

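Of the settings below, DESeq2 on all deposited genes, edgeR with the replicate block, and the block with a correction for GC content and length or with equal read depth were chosen only after the result was seen. So were, for T_EM_ against naïve cells, quantile normalization, edgeR, DESeq2 and the fits without 1 library. All settings ran.

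The number of genes higher in YFP+ T_EM_ cells (203) stayed within 1.5 times in 16 of 21 other settings. It was 332 with quantile normalization, 349 with DESeq2 on all deposited genes and the 6 libraries compared, 113 at an absolute log2 fold change of 2 or more, 359 with no fold change threshold, and 131 with DESeq2 on all deposited genes at the fold change of 2. The last 3 follow from the threshold. For the others the cause was not tested. It ranged from 136 to 229 in the 6 fits that each left out 1 library.

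The number of genes lower in YFP+ T_EM_ cells (546) stayed within 1.5 times in 21 of 21 other settings, from 387 to 792. Across the 6 fits that each left out 1 library it was 350 to 532, the lowest without T_EM_ YFP- replicate 3.

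For the naïve fractions (1 gene), 9 of 21 other settings gave 1 gene. Without the variance trend this gene was *Oaf* (adjusted p = 0.0268), and *Chn2* was not called (0.0504). The number was 2 at a prior count of 0.1, 0 in the fit of the 6 libraries compared (397 at an unadjusted p of 0.05 or less), 2 with the replicate block, 8 with DESeq2, 14 with DESeq2 and the block, 2 with edgeR and the block, 9 with DESeq2 on all deposited genes, 7 with the same and 6 libraries, 2 with the block and GC correction, 2 with the block at equal depth, 0 at a fold change of 2 (80 at an unadjusted p of 0.05 or less and that fold change) and 2 with DESeq2 on all deposited genes at a fold change of 2. The cause was not tested, except that the threshold sets the last 2. In the 6 fits that each left out 1 library it was 0 to 1. It was 0 without Naïve YFP- replicate 1 (455 at an unadjusted p of 0.05 or less), YFP- replicate 2 (639), YFP+ replicate 1 (636) and YFP+ replicate 3 (729).

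The number of interaction genes (483) stayed within 1.5 times in 19 of 19 other settings, from 324 to 708. Across 12 fits that each left out 1 library it was 255 to 480, with 318 without T_EM_ YFP- replicate 1 and 255 without T_EM_ YFP- replicate 3. Between T_EM_ and naïve cells (4253) it was 2548 at a fold change of 2, as the threshold sets, and otherwise 4087 to 5010, and 4137 to 4355 without 1 library.

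Of 16 gene list calls, fry gave 9 and the estimated correlation 2, all among the 16. fry kept Treg, NKT, NK, gamma-delta, Th1, dendritic cell, proliferation and TSCM lists in T_EM_ cells and the Treg list in naïve cells. The estimated correlation kept NKT in T_EM_ cells (adjusted p = 0.0493) and Treg in naïve cells (0.0242). The cause was not tested. The numbers were 17 with the replicate block, 14 with quantile normalization, 17 at a prior count of 5, 19 with the block and GC correction, and 13 to 18 without 1 library.

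With the replicate block, *Il2ra* was called in both cell types, in opposite directions. It was higher in YFP+ T_EM_ cells (log2 fold change 0.62, adjusted p = 0.0029) and lower in YFP+ naïve cells (-1.06, 0.0055). *Foxp3* was called lower in YFP+ naïve cells (-0.94, 0.0126). Over all settings the adjusted p ranged from 1.3e-06 to 0.57 for *Il2ra* in T_EM_ cells, from 5.4e-15 to 1 for *Il2ra* in naïve cells and from 1.2e-11 to 1 for *Foxp3* in naïve cells. For the lists, the block gained erythroid cells (0.0396) and interferon response (0.0322) in T_EM_ cells and lost dendritic cells in naïve cells (0.0546). It changed no other call of a named gene or list reported here.

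Of 79 results for named genes, 49 did not change in any setting. Over 1899 other values, 76 were weaker, 54 stronger and 15 reversed. Those reversed were near 0 and none passed the threshold. *Tnf* (-0.23) ranged from -0.43 to 0.0678 without 1 library, with 0.0678 without T_EM_ YFP+ replicate 1. *Gata3* (0.11) ranged from -0.0019 to 0.26, with -0.0019 without T_EM_ YFP- replicate 2. *Il2* (-0.0013) was 6e-04 at a prior count of 5, 0.37 with quantile normalization, 0.0311 with TMM factors, 0.12 with edgeR, 0.0905 with DESeq2, 0.07 with DESeq2 and the block, 0.0865 with edgeR and the block, 0.0906 with DESeq2 on all deposited genes, 0.11 with the same and 6 libraries, and 0.0093 with the block and GC correction. Without 1 library it ranged from -0.37 to 0.20, positive without T_EM_ YFP- replicate 3 (0.11), T_EM_ YFP+ replicate 1 (0.20) and T_EM_ YFP+ replicate 2 (0.16). The cause was not tested.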

Differences from the paper's values

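DESeq2 on all deposited genes, edgeR with the replicate block and the block with a correction were chosen only after the result was seen, and are marked as such below.

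Between the naïve fractions the paper reports 3 changed genes and 1 was called here. Of the alternatives set before the data were examined, a prior count of 0.1 (2 genes) and the replicate block (2 genes) come within 1.5 times of the paper's number, and the others do not, from 0 in the fit of the 6 libraries compared (397 genes at an unadjusted p of 0.05 or less) to 14 with DESeq2 and the block. With edgeR and the block (2), the block with the GC correction (2), the block at equal depth (2) and DESeq2 on all deposited genes at a fold change of 2 (2), all chosen after seeing the values, the number comes as near.

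Of the paper's naïve genes 2 are higher and 1 was called higher here. Among the alternatives set before the data were examined, a prior count of 0.1 gave 2, and no other came within 1.5 times. These 2 were *Chn2* and *Oaf*, not *Crybg3*, so only the number is the paper's. DESeq2 on all deposited genes at a fold change of 2, chosen after seeing the values, gave 2 higher genes, *Ifi207* and *Spire1*, neither of them named by the paper. The paper's 1 lower gene stands against 0 here (130 lower genes at an unadjusted p of 0.05 or less). The replicate block gave 1, and no other of these alternatives did, but this gene was *Il2ra* and not the paper's *Cd8b1*. DESeq2 gave 6 higher and 2 lower genes. Fits by edgeR with the block, by limma with the block and the GC correction, and by limma with the block at equal depth, all chosen after seeing the values, each gave 1 lower gene, again *Il2ra*.

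For *Csf2* the paper's log2 fold change in T_EM_ cells is about 6.1 in Fig. 8A, read by eye, and 5.34 was found here. With YFP- cells at the floor the fitted value depends on the prior count. Of the alternatives set before the data were examined, those with a value within the replicate spread of the paper's were a prior count of 0.1 (5.99), quantile normalization (5.70), edgeR (6.01), DESeq2 (6.08), DESeq2 with the block (6.02), and the fits without T_EM_ YFP- replicate 1 (5.54), T_EM_ YFP- replicate 3 (5.44) and T_EM_ YFP+ replicate 2 (5.79). Those without were a prior count of 5 (4.05), TMM factors (5.36), no filter, a mean of at least 10, the 6 libraries compared, the block and no trend (each 5.34), and the fits without T_EM_ YFP- replicate 2 (5.04), T_EM_ YFP+ replicate 1 (5.15) and T_EM_ YFP+ replicate 3 (5.08). Chosen after seeing the values, edgeR with the block gave 5.94, DESeq2 on all deposited genes 6.08 and the same with 6 libraries 6.11. Also chosen then, the block with the correction for GC content and length gave 5.36 and the block at equal read depth 5.46.

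The paper's numbers of 262 higher and 652 lower genes in T_EM_ cells stand against 203 and 546 here, within 1.5 times. DESeq2 on all deposited genes, chosen after seeing the values, gave 262 and 652 at an absolute log2 fold change of 1 or more. At 2 or more, the threshold that the paper's Methods state, it gave 131 and 453, and limma gave 113 and 430.

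The paper names *Il4* as higher in YFP+ T_EM_ cells, which was not called here (adjusted p = 0.16). *Il4* was called at a prior count of 5 (0.0174), with quantile normalization (0.0167), in the fit of the 6 libraries compared (0.0428), with DESeq2 (0.0324) and DESeq2 with the block (0.0223), and, chosen after seeing the values, with DESeq2 on all deposited genes (0.0279) and the same with 6 libraries (0.0014). Over all settings the adjusted p ranged from 0.0014 to 0.64 for *Il4*.

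The paper names *Crybg3* as higher and *Cd8b1* as lower in YFP+ naïve cells, which was not called here (adjusted p = 0.378 and 0.559). *Crybg3* was called with DESeq2 (0.0047), DESeq2 with the block (6.2e-04) and DESeq2 on all deposited genes (0.0040), in a range from 6.2e-04 to 1. *Cd8b1* was called with DESeq2 (0.0047), DESeq2 with the block (2.4e-06), DESeq2 on all deposited genes (0.0040) and the same with 6 libraries (1.8e-10), in a range from 1.8e-10 to 1. The fits on all deposited genes were chosen after seeing the values.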

Other observations

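In this part the counts over other splits of the libraries were chosen beforehand. The corrections for GC content, length and read depth were chosen only after the result was seen. So were the tests of dendritic cells, B cells and a lower share of T cells, and that of the Treg list without *Foxp3* and *Il2ra*. The list of immature T cell genes was an addition to the main gene lists and is not counted as chosen beforehand.

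Higher and lower genes in YFP+ T_EM_ cells were weighed against other splits of the 6 libraries. The real split alone, 1 of 10, gave as many higher genes and, again 1 of 10, as many lower genes. Of the other 9 splits none called a gene, with 75 to 1098 genes at an unadjusted p of 0.05 or less. The real split is 1 of 4 that part all 3 replicate pairs, and the 6 remaining splits part 1 pair and leave 2 together. No other split did as well, though with 10 splits the share cannot fall below 0.1. With the replicate block, 222 of 224 higher genes and 589 of 596 lower genes with a GC value were kept after the correction for GC content and length, and 239 of 247 and 601 of 621 at equal read depth. These trends may therefore be set aside as the whole cause of either number. Without T_EM_ YFP- replicate 3 the number of lower genes was 350.

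For the naïve fractions 1 of 10 splits gave as many genes, the real one, and the other 9 called 0 (241 to 3289 genes at an unadjusted p of 0.05 or less). With 10 splits the share cannot fall below 0.1 here either, and the difference rests on 1 gene. The gene was *Chn2*, lost without Naïve YFP- replicates 1 and 2 and YFP+ replicates 1 and 3, when the number was 0 (455, 639, 636 and 729 at an unadjusted p of 0.05 or less).

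Between T_EM_ and naïve cells 1 of 100 splits of the 12 libraries, the real one, gave as many genes. A fit of 2 groups called 4152 genes for it and at most 2192 for another split.

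Genes of dendritic cells were lower in YFP+ T_EM_ cells, 13 of 13 on the list with a median of -3.80 and 12 of them called (adjusted p = 1.1e-14, camera). Among the most abundant were *Cd74* (106272 ± 39970 normalized counts in YFP- and 10048 ± 4136 in YFP+ cells), *H2-Ab1* (51478 and 3651) and *H2-Aa* (37665 and 2855), and *Itgax* fell from 8001 to 465. Of the 13, 7 have at least 50 normalized counts in naïve cells and none stands on another list. B cells, which share the genes of antigen presentation, would bring their own abundant transcripts, but the means of *Ms4a1* and *Cd79a* in YFP- cells were 22.1 and 45.6 normalized counts, and both were higher in YFP+ cells, with 201 for *Cd79a*. The B cell list as a whole went both ways, with 7 genes higher and 5 lower, and decides nothing. A lower share of T cells among YFP- cells would lower the lists of all other cell types alike in YFP+ cells, but of those called, NK cells and neutrophils were higher, the smaller median being 1.70. The macrophage or monocyte list went both ways, with 6 genes higher, 6 lower and 3 of these called lower, so it does not speak against a lower share. All 12 of 12 calls held after the correction for GC content and length and 12 of 12 at equal read depth. Dendritic cells among the sorted YFP- T_EM_ cells may be the source. Of 393 other genes called lower, 81.4% (320) followed the order of the list over the 3 YFP- T_EM_ libraries, against 19.4% of 11424 uncalled genes. If so, the number of lower genes holds genes of another cell type. Expression of these genes by T cells was not tested and stays open.

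The Treg list was lower in YFP+ cells of both kinds, with a median of -0.44 in T_EM_ cells (13 of 14 genes lower, adjusted p = 0.0108, camera) and -0.40 in naïve cells (11 of 14, adjusted p = 1.4e-06). Of its genes 11 have at least 50 normalized counts in naïve cells and 1, *Foxp3*, is a gene the paper names. Its gene *Il2ra* went the other way in T_EM_ cells, with a log2 fold change of 0.62 (adjusted p = 0.225, limma). Other splenic cells in Naïve YFP+ replicate 2 are argued against, since without that library the camera p of the naïve list was 1.8e-06 (adjusted p = 1.3e-05). Fewer Treg cells among the sorted YFP+ naïve cells may be the source, as the list without *Foxp3* and *Il2ra* had an unadjusted camera p of 8.0e-05 (adjusted p = 1.6e-04). In naïve cells *Foxp3* had 2364 ± 541 and 1217 ± 116 normalized counts and *Il2ra* 1469 ± 341 and 704 ± 174 in the YFP- and YFP+ fractions, and neither was called in the fit of all 12 libraries without the block (adjusted p = 0.947 for each), while with the replicate block they had adjusted p of 0.0126 and 0.0055. Their range over all settings was 1.2e-11 to 1 and 5.4e-15 to 1.

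*Dntt* and *Cd8b1*, which immature T cells express, were lower in YFP+ naïve cells, though neither passed the threshold in limma. *Dntt* had 712 ± 52.7 and 253 ± 40.0 normalized counts, a log2 fold change of -1.50 with an adjusted p of 1, and *Ccr9* had 151 ± 14.1 and 61.4 ± 14.7. Both were called by DESeq2 with the replicate block (0.0027 and 0.0295) and, chosen after the result was seen, by DESeq2 on all deposited genes with 6 libraries (3.8e-12 and 0.0245), with adjusted p up to 1 in the other settings. Fewer recent thymic emigrants among YFP+ naïve cells are a candidate explanation, but a list of 10 genes of immature T cells, 8 of them tested, gave an unadjusted camera p of 0.297 with a median of -0.03 and 6 of 8 genes lower. Whether such cells are fewer cannot be told apart, because the list went both ways with a median near 0.

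Proliferation genes were lower in YFP+ T_EM_ cells, 12 of 12 with a median of -0.82 (adjusted p = 2.9e-06, camera). The replicate block with the correction for GC content and length kept all 16 list calls, this one among them. A difference in read depth was not tested for this list. *Top2a* fell by 0.80 on the log2 scale (adjusted p = 0.0112, but 0.0625 without T_EM_ YFP- replicate 3), in a range from 2.1e-05 to 0.0625 over all settings. *Mki67* (-0.67, adjusted p = 0.102) was called in 5 other settings, DESeq2 (0.0329) and quantile normalization (0.0340) among them, in a range from 0.0125 to 0.396. The other lists were not called in T_EM_ cells, with medians and adjusted p of -0.23 and 0.998 for Th2, -0.15 and 0.752 for Tfh, 0.19 and 0.238 for tissue residency, 1.20 and 0.181 for B cells, 0.44 and 0.578 for macrophages or monocytes, 1.84 and 0.0772 for erythroid cells, 0.02 and 0.652 for immediate early genes and -0.23 and 0.116 for interferon response. Leaving out 1 library called B cells (0.0246 without T_EM_ YFP+ replicate 2), Tfh (0.0346 without T_EM_ YFP+ replicate 2), interferon response (0.0497 without T_EM_ YFP- replicate 3, 0.0421 without T_EM_ YFP+ replicate 2) and erythroid cells (0.0490 without Naïve YFP+ replicate 2, 0.0282 without Naïve YFP+ replicate 3, 0.0170 without T_EM_ YFP- replicate 1). In naïve cells the adjusted p and numbers of higher genes of the lists not called were 0.0891 for neutrophils (7 of 7), 0.238 for gamma-delta T cells (4 of 8), Th2 (2 of 8) and interferon response (4 of 12), 0.383 for B cells (10 of 12), 0.551 for immediate early genes (10 of 12), 0.578 for the TSCM markers (2 of 5), 0.614 for NK cells (6 of 8) and Tfh (7 of 12), 0.684 for Th1 (7 of 10), 0.752 for tissue residency (3 of 9) and recirculation (5 of 10), 0.783 for Th17 (3 of 8) and 0.809 for NKT cells (4 of 10). Fitted changes of genes at the floor, which some of these lists hold, depend on the prior count. Leaving out 1 naïve library called neutrophils (0.0352 without Naïve YFP+ replicate 1, 4.6e-04 without Naïve YFP+ replicate 3, 0.0184 without Naïve YFP- replicate 2), B cells (0.0410 without Naïve YFP+ replicate 1) and interferon response (0.0435 without Naïve YFP- replicate 1, 8.8e-04 without Naïve YFP+ replicate 2).

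*Cd4*, by which the cells were sorted, had 41908 and 42259 normalized counts in YFP- and YFP+ naïve cells and 62916 and 60154 in YFP- and YFP+ T_EM_ cells.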
